# Genome-wide identification of the *Phaseolus vulgaris* sRNAome using small RNA and degradome sequencing

**DOI:** 10.1186/s12864-015-1639-5

**Published:** 2015-06-02

**Authors:** Damien Formey, Luis Pedro Iñiguez, Pablo Peláez, Yong-Fang Li, Ramanjulu Sunkar, Federico Sánchez, José Luis Reyes, Georgina Hernández

**Keywords:** *Phaseolus vulgaris*, microRNAs, phasiRNAs, Degradome, Nodules, Legumes, Common bean

## Abstract

**Background:**

MiRNAs and phasiRNAs are negative regulators of gene expression. These small RNAs have been extensively studied in plant model species but only 10 mature microRNAs are present in miRBase version 21, the most used miRNA database, and no phasiRNAs have been identified for the model legume *Phaseolus vulgaris*. Thanks to the recent availability of the first version of the common bean genome, degradome data and small RNA libraries, we are able to present here a catalog of the microRNAs and phasiRNAs for this organism and, particularly, we suggest new protagonists in the symbiotic nodulation events.

**Results:**

We identified a set of 185 mature miRNAs, including 121 previously unpublished sequences, encoded by 307 precursors and distributed in 98 families. Degradome data allowed us to identify a total of 181 targets for these miRNAs. We reveal two regulatory networks involving conserved miRNAs: those known to play crucial roles in the establishment of nodules, and novel miRNAs present only in common bean, suggesting a specific role for these sequences. In addition, we identified 125 loci that potentially produce phased small RNAs, with 47 of them having all the characteristics of being triggered by a total of 31 miRNAs, including 14 new miRNAs identified in this study.

**Conclusions:**

We provide here a set of new small RNAs that contribute to the broader knowledge of the sRNAome of *Phaseolus vulgaris*. Thanks to the identification of the miRNA targets from degradome analysis and the construction of regulatory networks between the mature microRNAs, we present here the probable functional regulation associated with the sRNAome and, particularly, in N_2_-fixing symbiotic nodules.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1639-5) contains supplementary material, which is available to authorized users.

## Background

*Phaseolus vulgaris*, known as common bean, is the most important legume for human consumption. This crop is the principal source of protein for hundreds of millions of people and more than 18 million tonnes of dry common bean are produced annually [1]. As a legume, *P. vulgaris* is also a model species for the study of symbiosis in association with nitrogen-fixing bacteria in the genus *Rhizobium*. The recent release of the common bean genome sequence [2] allows the research community to extend their analyses and acquire needed knowledge about this organism. In recent years, a number of studies have focused on gene expression in common bean and its role in a broad range of processes [3] including the response to biotic [4, 5] or abiotic [6, 7] stresses. Gene regulation has particularly been investigated at the post-transcriptional level with the action of small regulating elements called microRNAs (miRNAs) [8–11].

The regulatory processes performed by miRNAs are widely conserved in plants, animals, protists and fungi [12–15], highlighting the significant influence that these regulators can have on the evolution of gene expression. The miRNAs are small non-coding RNA sequences of ~22 nt that negatively regulate gene expression, usually, post-transcriptionally by base-pairing to complementary transcripts. In plants, these small RNAs are processed from longer hairpin-shaped precursors encoded in the genome and almost all of them are transcribed by RNA polymerase II. This pri-miRNA, for primary miRNA transcript, is first processed into a precursor, the pre-miRNA, and then excised as a RNA duplex by the endonuclease enzyme Dicer-like 1 (DCL1). The resulting duplex sequence, composed by the guide miRNA and the complementary miRNA* destined for degradation, is then exported to the cytoplasm by diverse factors, including the HASTY protein. Current knowledge is lacking about the spatio-temporal separation of the two strands but, once performed, the guide miRNA is loaded on to a member of the AGO protein family to assemble the RNA-induced silencing complex (RISC). The miRNA can then play its regulatory role by specifically binding a target transcript based on sequence complementarity. To date, three types of action have been identified for plant miRNAs: cleavage, leading to the degradation of the corresponding transcripts; translational inhibition, disrupting protein production; and in some cases DNA methylation, preventing the transcription of the corresponding genomic locus. *In fine*, the miRNA action leads to the loss of function of the gene by inhibiting protein production (see Voinnet [16] for review).

Plant miRNAs are involved in most, if not all, biological processes and have been found in all the organs where they have been searched for [17]. These sequences are key regulators in important processes such as hormone regulation, nutrient homeostasis, development and interaction with pathogens and symbionts [18–22]. As part of some of these mechanisms and processes, miRNAs can act indirectly on gene regulation *via* triggering the production of other small RNAs. These molecules are called phasiRNAs, for phased small interfering RNAs, including the tasiRNAs (*trans*-acting siRNAs) and other phased small RNAs that require cleavage by miRNAs [23]. Particular transcripts cleaved by microRNAs are recruited by the RNA-dependent RNA polymerase RDR6 and SGS3 to generate double-stranded RNA molecules [24] that are subsequently processed by DCL4 or DCL5 into phasiRNAs of 21 or 24 nt, respectively [25, 26]. Similar to what occurs with miRNAs, these molecules can be loaded on to AGO protein-containing complexes and can direct disruption of protein production by transcript targets, including transcripts distinct from their own production source, but still exhibiting sequence complementarity [27]. Most of the phasiRNAs are produced from protein-coding transcripts and, if not, they are derived from long non-coding mRNAs. Many phasiRNAs target, and are derived from, large protein families such as NB-LRR, MYB and PPR proteins. One recently hypothesized role of phasiRNAs is to target NB-LRR proteins that broadly regulate plant defenses and beneficial microbial interactions [27], which are important features for model legumes such as common bean.

To date, around 10000 miRNAs have been identified in all the Viridiplantae organisms reported in miRBase version 21 [28]. Despite several studies on this topic [29–31], only 8 precursors of miRNAs, generating 10 mature sequences, are referenced for *P. vulgaris* in this database while more than 500 are present for other model legumes such as *Medicago truncatula* or *Glycine max*. The phasiRNAs have not been studied in this organism. Here, we use the recently released genome of common bean [2], 5 small RNA libraries obtained from 5 plant organs, and degradome sequencing to identify a high confidence genome-wide common bean miRNA dataset, the associated target transcripts, and the first *P. vulgaris* phasiRNA catalog ever published.

## Results and discussion

### Overview of the sequencing data

In this study, we used four published high-throughput sequencing libraries of small RNAs [29] obtained from flowers, leaves, seedlings and roots of *Phaseolus vulgaris* and a novel library acquired from symbiotic nodules of the same organism obtained by infection with *Rhizobium tropici*. To identify the whole set of miRNAs and phasiRNAs, we performed this analysis with the recently described genome of *Phaseolus vulgaris* (Phaseolus vulgaris v1.0, DOE-JGI and USDA-NIFA, http://www.phytozome.net/commonbean) [2] as a reference. For the plant organ libraries and the symbiotic nodules, we obtained averages of 3,649,274 and 2,810,685 reads, respectively (Table 1). From these sets, an average of 51 and 37 % of reads were matched to the common bean genome, respectively (Table 1), and 8.3 % of the sequences from the nodule library matched with the corresponding bacterial genome (*Rhizobium tropici CIAT899*, [32]). The lower percentage of reads mapping to the plant genome in the nodule library was partly due to the presence of bacterial sequences and to an increased abundance of ligated adaptor sequences in this particular sample.

**Table 1:** Statistics of the 5 small RNA library genomic mapping

	Filower	Leave	Root	Seedling	Nodule
Raw reads	3356817	3321526	3963174	3955581	2810685
Mapped reads	1756842	1663979	1950627	2138258	1032364
% of mapped reads	52 %	5 %	49 %	54 %	37 %

### Identification and organ distribution of miRNAs

To identify the already referenced and novel miRNAs of *Phaseolus vulgaris*, we used the miRDeep-P pipeline [33] with each library as a set of small RNA candidates and the *P. vulgaris* genome as the corresponding reference. We identified a total of 307 precursors that fulfilled our criteria (see methods) producing 185 unique mature miRNAs (Table 2). 64 of them are already referenced as mature miRNAs in other plant species (miRBase database ver. 21 [28]): these are produced by 111 precursors and distributed throughout 27 families. In this work, we refer to those sequences as “known” miRNAs. Additionally, 57 miRNAs are new isoforms (or family members) [34] of already referenced miRNAs in the miRBase database: these are generated by 98 precursors and distributed in 25 families (Additional file 1: Table S1). We refer to them as “new isomiRs”. Finally, we identified 64 novel miRNAs that are not members of previously described miRNA families. These novel miRNAs are encoded by 98 precursors, grouped in 59 families.

**Table 2:** Statistics of the identified precursors and their corresponding mature miRNAs

	Known	New isomiR	Novel	Total
Identified precursors	111	98	98	307
Identified miRNAs	64	57	64	185
*Relative position*				
Intergenic	97	90	78	265
Intron	1	5	16	22
Exon	11	3	4	18
3’UTR	2	0	0	2
5’UTR	0	0	0	0

In summary, we identified a total of 185 mature miRNAs encoded by 307 precursors and distributed in 98 families. These microRNAs included 64 already known miRNAs, 57 novel isoforms belonging to known miRNA families and a last set of 64 novel miRNAs not identified before. Among the 40 families already registered in miRBase 21 that we have identified (Additional file 1: Table S1), we retrieved all those conserved within the angiosperm genomes, which are the miRNAs from miR156 to miR408 [35]. As expected, the highly conserved miR482, together with the more restricted miR1512 and miR1515, which have been reported as positively regulating nodule number [36], are also present in our dataset. Part of the other identified miRNA families belong to the so-called “legume” miRNAs [37] such as the miR2111, miR2118 and miR2119. Other families retrieved in our libraries had only been identified, up to now, in *G. max* (miR4415, miR4416 and miR5786), *M. truncatula* (miR2597) or both (miR5037). Thanks to the identification of these miRNAs in *P. vulgaris,* we observe that they are now shared between at least two legume species and can properly be called “legume” miRNAs [37]. Interestingly, we also found 5 members of the miR1862 family and 1 member of the miR6175 that so far have only been identified in rice [38] and rubber tree [39], respectively. The members of these two families are sparsely expressed in our libraries and we can imagine that these miRNAs, and others characterized by exhibiting low expression, are highly spatially- or temporally-specific sequences. It is possible that this type of “specific” miRNA is, in fact, present in several organisms and, with the increase in the depth of high-throughput sequencing technologies, will begin to emerge in investigations focused on the identification of miRNAs in less-studied organisms. The miR4376 family may be an example of these. It has been shown to be a super-family derived from the miR390 and was probably present in the common ancestor of Spermatophyta [40], suggesting that this miRNA is conserved in most of the seed plants, but currently only identified in five species: soybean, tomato, ginseng, potato and, now, common bean (miRBase 21).

By sequencing five small RNA libraries corresponding to five different plant organs, *i.e.*, flower, leaf, nodule, root and seedling, we are able to indicate the distribution of the identified miRNAs in the whole plant based on their expression (see methods). As expected, we found about 61 % of the known miRNAs (39/64) present in all of the organs while only about 14 % and 12 % of the new isomiRs (8/57) and the novel miRNAs (8/64), respectively, are in this class (Fig. 1). In contrast, 22 novel miRNAs are organ-specific whereas none of the known miRNA is. This suggests that the known miRNAs, composed of a majority of conserved miRNAs, play a role at the whole-plant level, as expected from their implication in regulatory networks [41]. In contrast, the newly identified miRNAs, considered as recently emerged and, probably having a more specific action (or no action at all) are characterized by a specific spatial distribution [42]. Alternatively, the characteristic lower expression of isomiRs and novel miRNAs may preclude accurate detection in all organs tested, thus limiting this analysis.

**Fig. 1:**
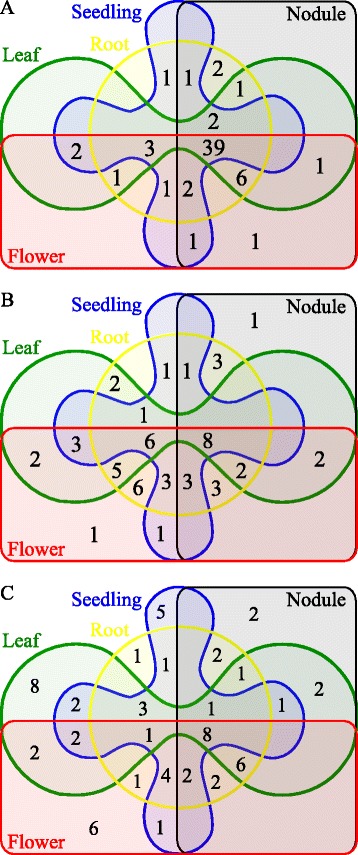
Distribution of the identified mature miRNAs in 5 plant organs. Venn diagram of the distribution of **a** known miRNA, **b** new isomiR and **c** novel miRNA in the different studied organs. Red: flower, green: leaf, yellow: root, blue: seedling and black: nodule. The numbers in each Venn diagram area correspond to the number of mature miRNAs encountered in the corresponding overlapping organ area

The analysis of miRNA expression and distribution in different organs has been used to identify nodule-specific novel miRNAs in *G. max* and *M. truncatula* [43, 44]. Similar approaches used in this work led us to identify three nodule-specific miRNAs in *P. vulgaris*. These include the new isoform of a conserved miRNA family, the miRNov627 from the mtr-miR399 family and two newly identified miRNAs: miRNov153 and miRNov494. Their putative targets are involved in the regulation of plant-microorganism interactions, which will be discussed below. Other miRNAs with organ-specific expression patterns were detected in our samples and could be also regulating specific processes in other plant tissues (Additional file 2: Table S2).

### Validation of the predicted precursors

The recent release of the *P. vulgaris* gene atlas [45] allowed us to verify that the predicted miRNAs have a corresponding transcript in the 24 transcriptome data samples collected from seven distinct tissues of common bean at developmentally important time-points, including plants inoculated with either effective or ineffective *Rhizobium*. We found that about 65, 26 and 24 % of the known miRNA, new isomiR and novel miRNA precursors, respectively, have a complete transcript in at least one of the 24 common bean expression libraries. These validated precursors produce 84, 47 and 35 % of the known, new isomiR and novel mature sequences. 

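The degradome of common bean seedlings was read from 2 libraries, replicates 1 and 2 of a single condition, so no comparison between conditions was made. A degradome library collects the 5' ends of cleaved RNA. Poly-A+ RNA with a free 5' end was ligated to an adapter carrying a site for MmeI, an enzyme that cuts at a fixed distance from its site, so that each read starts at the base where an RNA was cleaved. The library was amplified for 5 and then 10 PCR cycles and sequenced as single reads of 36 bp. The paper's methods name the cultivar Pinto Villa, whereas the sample records name Negro Jamapa. The authors deposited each distinct cleaned sequence with its whole-number read count, without alignment or normalization. Replicate 1 held 23743516 reads of 6266490 distinct sequences and replicate 2 held 24466721 reads of 5801473 distinct sequences. Reads of 20 or 21 nt made up 99.3 % of replicate 1 and 99.2 % of replicate 2. The 10 most abundant sequences took 22.8 % and 34.2 % of the reads, and 72.7 % and 75.3 % of the distinct sequences were read a single time. The smallest share the depth can show, 3 counts of the total, was 0.126 per 1000000 reads in replicate 1 and 0.123 in replicate 2. The PCR reads carry no molecular identifiers, so such floors cover counting error only. The confidence intervals of shares treat precursors, mature miRNAs or sites as independent units, although many share reads. They do not cover PCR or the spread between replicates. Across 394023 sequences with at least 10 reads over both replicates, the log2 counts had a Pearson r of 0.624 and a Spearman rho of 0.442. Across the 746 distinct precursor positions with a read, r was 0.684 and rho was 0.0800. These coefficients are across sequences or positions, which are not independent replicates. The chi-square statistic per degree of freedom was 11.2, so the replicates differed by more than sampling noise. This does not show what kind of replicates they are. They were numbered by their sample titles, and the paper does not state whether they are separate plants, libraries or sequencing runs.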

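Reads were placed on the precursors printed in Table S1, which were 107 precursors of known miRNAs, 98 of new isomiRs and 98 of the miRNAs that the paper places in no described family. The last are named new-family miRNAs hereafter. The first 20 nt of a read had to match the sense strand without mismatch, reads of 18 or 19 nt matched over their whole length, and every match was counted. The miRNA* was located on the RNAfold structure of the precursor with 2-nt 3' overhangs. For each precursor, the reads that start at the first base of the mature miRNA or of the miRNA* were set against all its reads with an exact one-sided binomial test, in which every position was equally likely. A signature was called at an adjusted p of at most 0.05 (Benjamini-Hochberg) with at least 2 boundary reads. The counts of both replicates were added. Flanks of 100 nt were not used here. On 20 simulated data sets, signatures were planted on 60 precursors with at least 10 reads each, with 50 % of the reads at the boundaries, and 99.8 % of the planted signatures and 0.309 % of the unchanged precursors were called. The real position counts of each precursor were also placed in random order in 100 draws. A mean of 2.78 of 107 known and 1.77 of 98 new-family precursors were then called. The 0.309 % thus understates false calls where reads are heaped at positions.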

To differentiate miRNAs from other small RNAs, we used degradome data to identify the specific signatures of DCL slicing during the miRNA precursor processing. These signatures are characterized by the finding of a significant processing event at the mature miRNA and/or miRNA* boundaries within the precursor [46]. With this method, we validated the correct processing of 41 % of the known miRNA precursors, 30 % of the new isomiR precursors and 22 % of the novel miRNA precursors, thus constituting the validation of 63 % of the known mature miRNAs, 44 % of the new mature isomiRs and 33 % of the novel mature miRNAs (Fig. 2). 

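A degradome signature was called on 74 of 107 precursors of known miRNAs (69.2 %, 95 % Wilson interval 59.9 to 77.1 %). It was called on 29 of 98 precursors of new isomiRs (29.6 %, interval 21.5 to 39.3 %) and on 14 of 98 precursors of new-family miRNAs (14.3 %, interval 8.70 to 22.6 %). Counting a mature miRNA when at least 1 of its precursors was called, the signature was present for 45 of 64 known miRNAs (70.3 %, interval 58.2 to 80.1 %), 16 of 57 new isomiRs (28.1 %, interval 18.1 to 40.8 %) and 9 of 64 new-family miRNAs (14.1 %, interval 7.58 to 24.6 %). With replicate 1 alone, 71, 29 and 10 precursors were called, and with replicate 2 alone 64, 17 and 13. Counting only reads that match 1 place among the precursors left 29, 10 and 6 precursors, and allowing 1 mismatch raised those of new-family miRNAs to 23. The most boundary reads lay on the pvu-miR159a.1 precursor, which Table S1 places on chromosome 4 from 43298217 to 43298388 in an intergenic region. There, 1875 reads (852 and 1023 in the 2 replicates) started at the mature miRNA and 3234 (1632 and 1602) at the miRNA*, out of 5645 reads on the precursor. The gma-miR1515a precursor on chromosome 2 from 24045107 to 24045202 had 554 of its 558 reads at the first base of the mature miRNA (302 and 252). For the new-family miRNAs, the most boundary reads were also 554, on the miRNov446 precursor from 24045106 to 24045203. They lay at its miRNA* start, and none lay at the mature start. This precursor covers the gma-miR1515a hairpin. The paper takes a significant processing event at the boundaries of the mature miRNA or the miRNA* as the mark of DCL slicing, and from it concludes that the precursors that carry this event are correctly processed.

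**Figure D1:**
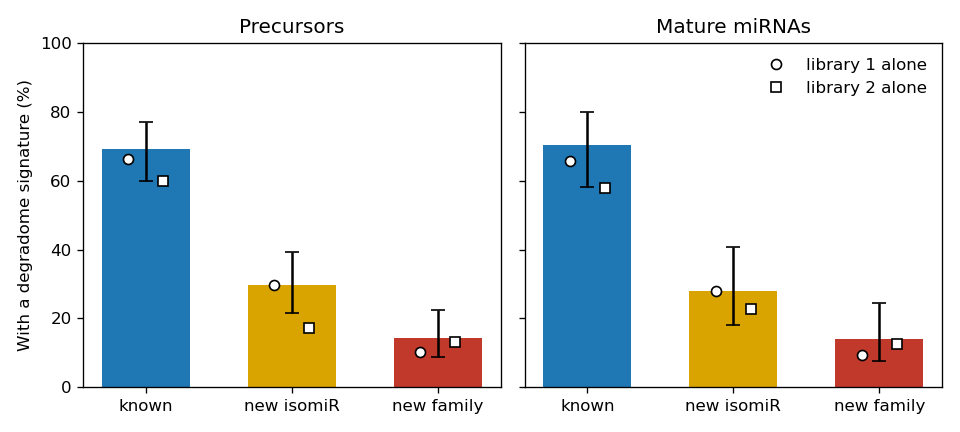
Percentage of precursors (left) and of mature miRNAs (right) with a degradome signature, by class of miRNA. Bars show both replicates added, error bars the 95 % Wilson interval, circles replicate 1 alone and squares replicate 2 alone; the bars for precursors fall from 69.2 % for known miRNAs to 29.6 % for new isomiRs and 14.3 % for new-family miRNAs.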

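No read matched 12 of the precursors of known miRNAs, 27 of those of new isomiRs and 32 of those of new-family miRNAs. The median precursor had 20, 3 and 5.5 reads in these classes. Of the reads on precursors, 52.8 %, 54.0 % and 58.2 % matched 1 place among all the precursors, so the others could have come from another precursor. With only those reads counted, the signature was kept by 29 of the 74 called precursors of known miRNAs, 10 of 29 of new isomiRs and 6 of 14 of new-family miRNAs. Reads from elsewhere in the genome were not separated here.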

The failure to validate some miRNA precursors could be due to undesirable RNA degradation producing random degradome signatures, or the presence of degradome signatures originating from other loci that mask the expected significant signatures [47]. It is also possible that some precursors are not functional and mature miRNAs only originate from a subset of potential precursors within the same MIR family. 

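Several precursors were listed for 20 known miRNAs. All of them carried a signature for 13 of these miRNAs, some of them for 1 and none of them for 6. Among the 15 new isomiRs with several precursors, all were called for 3 and none for 12, and among the 12 new-family miRNAs all were called for 3 and none for 9. Precursors of the same miRNA share the mature sequence, and every match of a read was counted, so these calls are not independent of each other. For example, the 471 reads at the mature start of vvi-miR396b were counted on both of its precursors on chromosome 3, from 37833739 to 37833827 and from 37841447 to 37841549. With only reads that match 1 place, the first kept its signature with 10 boundary reads and the second lost it with 1.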

Compared with the precursors encoding well-conserved miRNAs, a lower proportion of precursors for novel miRNAs allowed degradome validation. 

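The odds of a signature were higher for precursors of known miRNAs (74 of 107) than for those of new-family miRNAs (14 of 98), with a log2 odds ratio of 3.70 after adding 0.5 to each cell (two-sided Fisher's exact test, p = 4.75e-16). Precursors of the same miRNA are not independent, so the class was also permuted over mature miRNAs. This two-sided permutation test with 100000 resamples gave p = 1e-05, the smallest they can give. Different mature miRNAs can also share a hairpin and its reads, so precursors that share a 20-nt sequence were joined into groups, an alternative chosen after the data were seen. A signature was called in 26 of 35 groups with known miRNAs and in 6 of 46 with new-family miRNAs, leaving out 4 groups with both (log2 odds ratio 4.12, two-sided Fisher's exact test, p = 3.60e-08). With only reads that match 1 place among the precursors, the log2 odds ratio was 2.42 (Fisher's exact test, p = 6.46e-05). The difference was also larger than the spread between replicates, as 71 against 10 precursors were called in replicate 1 and 64 against 13 in replicate 2.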

A general problem encountered with these sequences is their lower expression levels and corresponding lower degradome signatures, the latter being obscured by other gene degradation products.

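The mean log2(reads + 1) per mature miRNA, averaged over its precursors, was 4.20 for known miRNAs and 2.00 for new-family miRNAs. The difference of 2.20 was tested by a permutation test of the class over mature miRNAs (two-sided, 100000 resamples), with p = 1e-05, the smallest they can give. It was 1.73 in replicate 2 alone and 1.97 in replicate 1 alone, and fell to 1.03 (permutation p = 0.0208) with only reads that match 1 place among the precursors. Over the same groups of precursors that share a 20-nt sequence, the difference was 2.55 (permutation p = 3e-05). These reads include the boundary reads that make a signature. With the boundary reads taken out, an alternative chosen after the data were seen, the means were 1.92 and 1.71 and the difference was 0.209 (permutation p = 0.583), so most of the difference lay in the boundary reads. Among precursors with at least 10 reads away from the boundaries, 14 of 21 of the known miRNAs (66.7 %) and 8 of 37 of the new-family miRNAs (21.6 %) carried a signature, with a log2 odds ratio of 2.75 (two-sided Fisher's exact test, p = 0.00155). This test treats precursors that share reads as independent. At least 1 boundary read was present on 86 precursors of known miRNAs and on 27 of new-family miRNAs.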

**Fig. 2:**
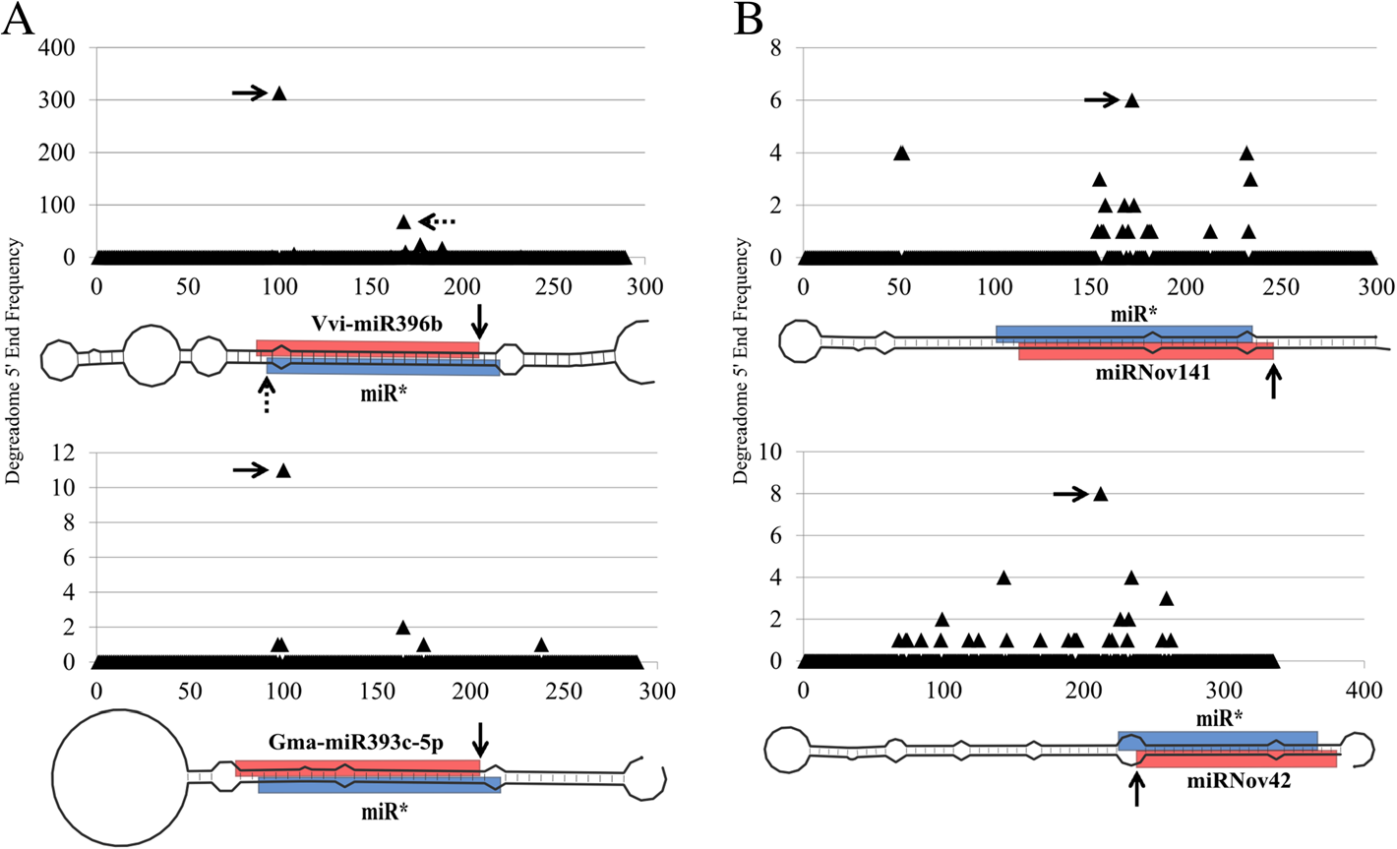
Distribution of degradome signatures on miRNA precursors. Distribution of degradome read abundance on **a** known miRNA and **b** novel miRNA precursors. Vertical axes display the read abundance and the horizontal axes display the precursor position by base pair. The black triangles show the read abundance for the corresponding precursor base. The plain and dotted arrows point to the first base of the mature miRNA and the first base of the miR*, respectively. The schemes below the plots represent the corresponding precursors. The vertical bars show the base pairing and the red and blue boxes represent the mature miRNAs and the miR*, respectively

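On the vvi-miR396b precursor on chromosome 3 from 37833739 to 37833827, in an exon according to Table S1, 471 of 558 reads started at the first base of the mature miRNA (272 in replicate 1 and 199 in replicate 2). The predicted first base of the miRNA*, position 70, had 10 reads (2 and 8), and the position before it, 69, had 68 reads (49 and 19). Position 69 is the miRNA* start predicted for gma-miR396b-5p, which comes from the same hairpin and has 21 nt in place of 20. The gma-miR393c-5p precursor on chromosome 1 from 49950208 to 49950296 had 11 of 14 reads at the mature start (5 and 6; adjusted p = 1.14e-14 from the binomial test with Benjamini-Hochberg adjustment). Of the new-family miRNAs, miRNov141, in an intron on chromosome 1 from 7802794 to 7802890, had 6 of 20 reads at the mature start (1 and 5; adjusted p = 1.99e-05 from the same exact binomial test). The miRNov42 precursor in an intron on chromosome 9 from 18320304 to 18320438 had 8 of 21 reads there (3 and 5; adjusted p = 3.63e-09 from the exact binomial test). All 8 reads also match other precursors, so neither miRNov42 nor gma-miR393c-5p kept a signature when only reads that match 1 place were counted.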

Finally, if we combine the results of the expression data with those of the degradome analysis, we obtain supporting data for 78, 47 and 35 % of the known, new isomiRs and novel miRNA precursors we encountered, respectively, representing 92, 54 and 44 % of the corresponding mature miRNAs originally identified. 

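Adding the transcript marks of Table S1, which are the paper's, to the precursors called here gave 95 of 107 precursors of known miRNAs (88.8 %, 95 % Wilson interval 81.4 to 93.5 %). The same sum was 46 of 98 for new isomiRs (46.9 %, interval 37.4 to 56.7 %) and 33 of 98 for new-family miRNAs (33.7 %, interval 25.1 to 43.5 %). By mature miRNA, either kind of evidence was present for 62 of 64 known miRNAs (96.9 %, interval 89.3 to 99.1 %), 31 of 57 new isomiRs (54.4 %, interval 41.6 to 66.6 %) and 28 of 64 new-family miRNAs (43.8 %, interval 32.3 to 55.9 %). With either replicate alone, 59 and 60 known miRNAs and 27 new-family miRNAs had such evidence.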

Overall, 64 % of the identified mature microRNAs show evidence of expression for at least one of their proposed precursors by at least one of the two methods examined.

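Over the 3 classes, 121 of 185 mature miRNAs (65.4 %) had a transcript mark in Table S1 or a precursor with a degradome signature. Replicate 2 alone gave 114 (61.6 %) and replicate 1 alone gave 118 (63.8 %).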

### miRNA identification aided by genomic sequence data

The present study profited from the use of the recently released complete genomic sequence for *P. vulgaris* [2] to identify miRNAs. Compared to the previous study of Peláez *et al.* [29], this new approach allowed us to confirm the presence of 81 of the 113 known miRNAs identified by Peláez *et al.* in *P. vulgaris*. 25 out of the 32 miRNAs previously identified by Peláez *et al.* and not encountered in our study are actually not present in the current version of the genome and the remaining seven were more precisely defined in our study. Four of the seven non-identified miRNAs have been detected in the libraries but we designated other more abundant isoforms or novel miRNAs as mature miRNAs in the corresponding precursors. The 3 other miRNAs were not identified by miRDeep-P because of potential splicing events in the hairpin sequence or because of a non-conventional folding of the stem-loop. In contrast, our study revealed 4 already identified mature miRNAs in the miRBase catalog of other species and 34 new isomiRs in addition to the set proposed by Peláez *et al.* Concerning the novel miRNAs, none of those identified by Peláez *et al.* fulfilled our selection criteria. We identified only one isomiR of a novel miRNA previously described by Peláez *et al.*, 21 could not be mapped to the genome and 17 were present in more than 40 locations in the genome and thus were not further considered (see methods). The other 19 miRNAs were not selected because they do not fulfill our folding, splicing or expression criteria. Conversely, the availability of genomic sequence data allowed us to identify 64 high-confidence novel miRNAs that satisfy all our criteria and all those currently accepted for microRNA annotation [48]. Means of 2.5 and 6.9 hits in genome for each known and novel miRNA were found, respectively. We can ascribe this difference to a lower selection pressure on the novel miRNAs [49], compared to conserved ones, and the fact that most of these newly identified miRNAs are young miRNAs and, perhaps, their selection process is still occurring.

In summary, the new whole-genome investigation of the miRNA candidates allowed us to identify 307 genuine precursors of already known and new miRNAs and 121 high confidence unpublished mature sequences.

### MiRNA precursor genomic localization

In plants, most of the miRNA genes are encoded in intergenic regions [16, 50] but some are present in introns, exons, or UTRs [51]. In our study, we localized the different precursors of miRNAs in the genome and determined their position relative to annotated genes. As expected, about 90 % of the known and new isomiR are located in intergenic regions (Table 2). One of the known miRNAs, pvu-miR1514a, has a precursor encoded in an intron and two, bna-miR167d and gma-miR167a, are located in 3’UTRs. There are 11 other known miRNAs located in exons. The proportion of known miRNAs located in exons of annotated genes is high compared to that of miRNAs present in other gene locations; however, due to the lack of curation in the current annotation of the *P. vulgaris* genome this could be an overestimation. These sequences are located in exons of putative small proteins lacking known domains or homologs in other organisms and it is very likely that these precursors are, in fact, intergenic. For the novel miRNAs compared to known ones and new isomiRs, we encountered fewer precursors in intergenic regions (~80 %, Table 2) but more in introns (~16 %). Since we found a higher proportion of novel miRNAs in introns, we can imagine that some of the younger miRNA genes could originate from introns. There are different hypotheses on the origin of the miRNAs: novel miRNA genes may originate from duplication of other miRNAs, from inverted terminal repeats of transposable elements or from random stem-loop structures emerging from intergenic or intronic regions (see Zhuo *et al.* for review [50]). In this sense, the birth of a miRNA gene is less costly if it derives from a ready-to-use transcription unit that an intron can confer indirectly [52]. In our results, 15 of the 16 precursors of novel miRNAs identified in introns are located in the same orientation as the corresponding gene, supporting this hypothesis. On the one hand, the expression of various miRNAs located in introns is dependent on the expression of the corresponding host gene [53] and we can think that the evolutionary selection of this type of transcription mechanism is fixed. On the other hand, we can hypothesize that some of the miRNAs present in introns are young miRNAs and the use of the transcriptional unit of the host gene is a first step in the evolution and, thereafter, they may acquire their own transcriptional unit and evolve as canonical independent miRNAs thanks to duplication events or exon shuffling [54].

### Conservation of the identified miRNAs in plants

We investigated the conservation of the identified miRNAs in 7 vascular plants and 1 moss. We chose two legumes (*Medicago truncatula* and *Glycine max*), three non-legume eudicots (*Vitis vinifera*, *Populus trichocarpa* and *Arabidopsis thaliana*), two monocots (*Oryza sativa* and *Zea mays*) and the moss *Physcomitrella patens*. A miRNA is considered as conserved in a given species when it is present in its full length without any mismatches. As expected, in a global view, the known miRNAs are the most conserved with 4 miRNAs (ath-miR156j, gma-miR156a, gma-miR160a and pvu-miR166a) present in all the selected genomes. We found 21 miRNAs, including 19 known and 2 new isomiRs (pvu-miR319c), conserved in all the plants except the moss (Fig. 3). A total of 118 miRNAs seem to be legume-specific: 22 % of the known miRNAs, 73 % of the new isomiRs and 100 % of the novel miRNAs. Among them, 77 are specific to *P. vulgaris*: 1 known miRNA (pvu-miR1514a), 20 new isomiRs and 56 novel miRNAs.

**Fig. 3:**
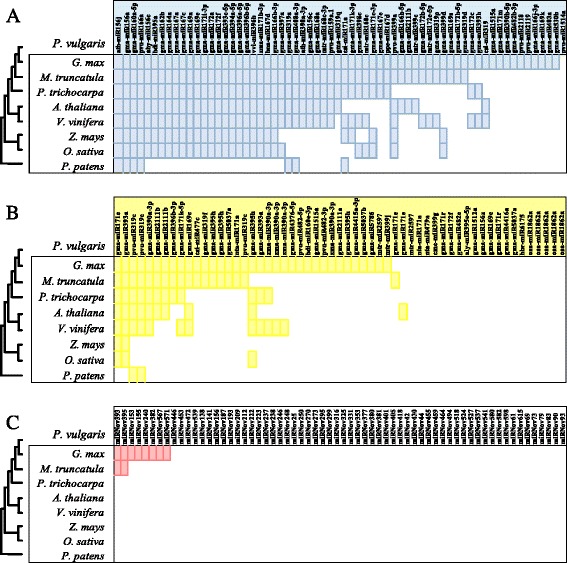
Conservation of the *Phaseolus vulgaris* mature miRNAs in 8 plant species. The different mature miRNAs studied are listed on the first row of the tables. The first column indicates the organisms where the sequences have been searched for and the other columns correspond to the different **a** known miRNAs, **b** new isomiRs and **c** novel miRNAs. The presence of a colored square at the intersections between rows and columns indicates the 100 %-homology presence of the corresponding mature sequence in the genome of the corresponding species. The tree on the left indicates the phylogenetic relationship between the studied species

The proportion of species-specific miRNAs is variable in plants. For example, in *Arabidopsis thaliana* and *A. lyrata*, 35 % of the identified miRNAs are species-specific [55]. This is also the case of 23 % of the *Medicago truncatula* miRNAs [44], 37 % in *Populus* species [56], 41 % in wheat [57] and 56 % in apple [58]. In our results we found that *P. vulgaris* is in the range of these other plants with around 42 % of the miRNAs specific to the common bean. Naturally, these numbers may fluctuate depending on the depth of sequence obtained and the methods used for the identification and the prediction of the microRNAs. The lack of conservation for the specific miRNAs suggests that they emerged recently during evolution and can thus be considered as young miRNAs.

### Prediction and identification of miRNAs targets

Using degradome data and the prediction of putative targets, we are able to present a set of targets for the identified miRNAs. The degradome data reported here were obtained using a method based on the 5'-rapid amplification of cDNA ends (5’RACE) and further adapted for high-throughput sequencing. It allows the experimental identification of the target cleavage sites associated with miRNA cleavage on a genomic scale [59]. 

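The same 2 seedling libraries, of 23743516 and 24466721 reads, were used for the targets. Table S3 gives for each miRNA and transcript the printed target site, the position of the expected cleavage and a CleaveLand category, which is 0 where that position has the most reads of the transcript. Transcript sequences were not used here, so the reads were set against the printed sites, a measure chosen after the deposited read counts had been seen. For each position of a site followed by at least 10 nt of it, the reads that start with those 10 nt were counted. A site was scored as highest at the slice position when this position had strictly more reads than any other position of the site. The expected number of such sites, and the p of a one-sided permutation test, came from placing the highest count at a random position of each site in 100000 draws. Identical sites of a miRNA on several transcripts were counted as 1 site. Reads of other transcripts can begin with the same 10 nt, and the median over all 10-nt sequences with a read was 11 reads. At the scored sites of new-family miRNAs, the highest other position had 38 to 2448 reads. A cleavage peak below the highest other position of its site was not detectable by this measure. Sites with fewer than 10 nt after the slice position, 2 for known miRNAs and 3 for new-family miRNAs, had no value. A scored position after the slice position existed for 5 of 64 sites of known miRNAs, 2 of 24 of new isomiRs and 1 of 19 of new-family miRNAs. At the other sites a higher count after the slice position would not be seen.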

The regulation performed by miRNAs does not necessary include a cleavage of the target transcript. To complete the degradome data, we used a target prediction tool, called psRNATarget [60], based on reverse complementary matching between miRNA and target transcript. A mean number of one degradome target and 6.5 predicted targets per miRNA candidate were found (Additional file 3: Table S3). 

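Table S3 lists 119 degradome pairs for the 64 known miRNAs, 40 for the 57 new isomiRs and 22 for the 64 new-family miRNAs, and 74, 20 and 4 of them have category 0. These are the paper's values, and they come to 1.86, 0.702 and 0.344 pairs per miRNA. In the reads, the slice position was the highest of the site at 39 of 64 sites of known miRNAs (60.9 %, 95 % Wilson interval 48.7 to 71.9 %), where 5.29 were expected (permutation p = 1e-05, the smallest the draws can give). For new isomiRs it was the highest at 7 of 24 sites (29.2 %, interval 14.9 to 49.2 %), where 2.07 were expected (permutation p = 0.00316). For new-family miRNAs it was the highest at 0 of 19 sites (interval 0 to 16.8 %), where 1.48 were expected (permutation p = 1). Between known and new-family miRNAs, the log2 odds ratio was 5.92 after adding 0.5 to each cell (two-sided Fisher's exact test, p = 5.78e-07). It moved most with the first 9 nt of the read, to 3.07 (Fisher's exact test, p = 0.00277), and with 1 mismatch allowed it was 3.22 (Fisher's exact test, p = 0.0594). At the pvu-miR1514a site on Phvul.005G062400.2, counted among the 39, 338 of the 398 reads at the slice position go on with a base that differs from the site. Sites of miRNAs of a family can have the same 10 nt and so the same reads. With each slice sequence counted once, an alternative chosen after the data were seen, the slice position was the highest at 23 of 45 sites of known miRNAs, where 3.69 were expected (permutation p = 1e-05), 6 of 23 of new isomiRs and 0 of 19 of new-family miRNAs. The log2 odds ratio between known and new-family miRNAs was then 5.35 (Fisher's exact test, p = 3.41e-05). Such sites numbered 0.672 per known miRNA and 0 per new-family miRNA (two-sided permutation test over miRNAs with 100000 resamples, p = 1e-05, the smallest they can give). The listed sites were found with the same degradome reads. Selection may thus account for part or all of the excess and of the difference between the classes. At unlisted sites predicted from sequence, it was 27 of 233 for known miRNAs, where 20.3 were expected (permutation p = 0.0803). For new-family miRNAs it was 10 of 149, where 12.4 were expected. Those sites had lost their peaks to the list, so they do not settle it. From its numbers of pairs per miRNA, the paper states that known miRNAs have significantly more degradome targets.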

The known miRNAs possess significantly more degradome targets (1.9/miRNA) compared to the novel ones (0.3/miRNA) and also have more predicted targets (8.8/known miRNA *vs.* 5.8/novel miRNA). Several of the target transcripts identified here for known miRNAs correspond to previously defined targets found in other plant species, thus validating our analysis. 

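By the first 10 nt, which also collect reads of other transcripts, the site of gma-miR164a on Phvul.003G189000.1, a NAC domain containing protein 100, had the most reads. From position 845 to 867 of this transcript, 5719 reads (2833 in replicate 1 and 2886 in replicate 2) began with the 10 nt TGCTTCTCCA of the slice position 858, and no other position of the site had more than 64. The most abundant of them, TGCTTCTCCATTTTCTCTCA, was read 5374 times. Sites of rejected candidates on the NAC transcripts Phvul.009G186000.1 and Phvul.005G055400.1 have the same 10 nt at their slice positions. Those pairs have category 0 in Table S3 and the Phvul.003G189000.1 pair has category 2, so these reads cannot be assigned to 1 transcript. The gma-miR393c-5p site on Phvul.001G087000.1, an auxin signaling F-box 2, had 2285 reads (1142 and 1143) at its slice position 2131 and at most 47 elsewhere. The same reads were counted at its site on Phvul.001G202600.1 and Phvul.007G166200.1. At the vvi-miR396b site shared by growth-regulating factor transcripts such as Phvul.001G187500.1, 632 reads (390 and 242) began at the slice position and at most 69 elsewhere. The gma-miR156a site on Phvul.001G142100.1, a fatty acid desaturase 2, had 592 reads (484 and 108) against at most 74. The bna-miR167d site on Phvul.008G197600.1, an auxin response factor 6, had 471 reads (229 and 242) against at most 51. In contrast, the sites of ath-miR156j on squamosa promoter binding protein-like transcripts had 482 reads at the slice position and 1119 at another position. These sites hold a CTCTCTCT repeat, so the 1119 may include reads of other transcripts. Table S3 gives category 0 to its pairs on Phvul.011G164800.1 and Phvul.005G101900.1, so this count does not speak against cleavage there. The gma-miR319d site on transcripts for TCP family transcription factor 4 had 25 reads at its slice position 1449 against 19 elsewhere, but the next position, 1450, was not scored in this site. It is the slice position of the isomiR miRNov284 on the same transcripts and had 145 reads (84 and 61).

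**Figure D2:**
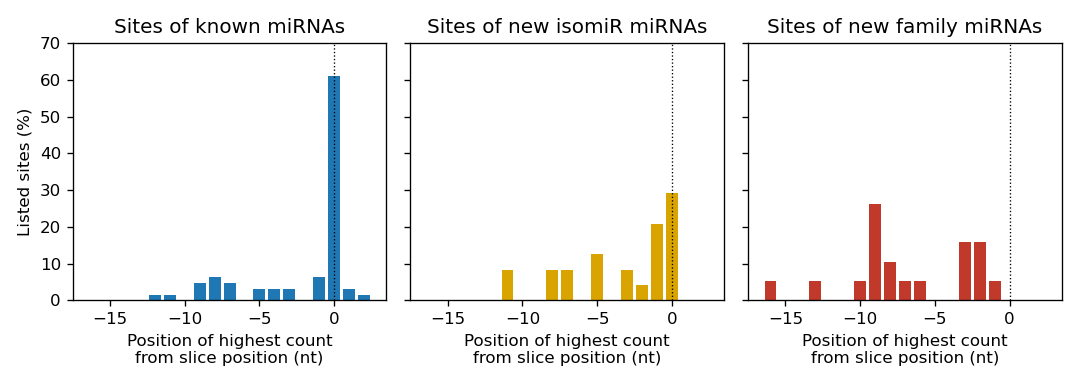
Distance, in nt, from the slice position to the position with the highest count within each listed target site, as a percentage of the sites, for known miRNAs, new isomiRs and new-family miRNAs. The dotted line marks the slice position, where 60.9 % of the sites of known miRNAs, 29.2 % of those of new isomiRs and 0 % of those of new-family miRNAs have their highest count.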

As discussed in previous studies, the lack of conventional targets for the young miRNAs is not unusual. Most of the young miRNAs, in contrast to the conserved ones, are not involved in complex regulatory networks [41] and their evolution has sometimes been considered as neutral [49]. However, the experimental demonstration of an interaction with its predicted target is considered as “the most powerful method of validating a predicted miRNA” [61]. Although 73 % of the conserved miRNAs exhibit a degradome target in our data, only around 28 % of the novel miRNAs also have a target identified by degradome analysis (Fig. 4). 

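Counted from the pairs of Table S3, 45 of 64 known miRNAs (70.3 %) and 19 of 64 new-family miRNAs (29.7 %) have a degradome pair, where the paper's text gives 73 % of conserved miRNAs and around 28 %. At least 1 site with the highest count at the slice position was found for 31 known miRNAs (48.4 %) and 0 new-family miRNAs, with a log2 odds ratio of 6.92 after adding 0.5 to each cell (two-sided Fisher's exact test, p = 7.29e-12). With each family counted once, chosen after the data were seen, it was 16 of 29 families of known miRNAs and 0 of 59 of new-family miRNAs (log2 odds ratio 7.18, Fisher's exact test, p = 4.69e-10). By miRNA, such a site was found in replicate 2 alone for 30 known miRNAs and in replicate 1 alone for 27, with 0 new-family miRNAs in both. The known miRNAs fell to 12 (18.8 %) with 1 mismatch allowed, against 0 new-family miRNAs. With the first 9 nt of the read they fell to 19 (29.7 %), against 1 new-family miRNA. With 1 nt on either side of the slice position it was 34 against 1. A peak below the count at the highest other position of its site, which was 38 to 2448 at new-family sites, is not detectable by the 10-nt measure. The sites were also listed from the same reads, so selection may account for part or all of this difference.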

Here we found that a significant portion of novel miRNAs has functional evidence, as revealed by degradome data, for a role in regulating gene expression, thus suggesting their relevance in different biological processes. 

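For the new-family miRNAs, the most reads at a slice position, with those of other transcripts included, were 189 (110 and 79 in the 2 replicates). They were counted for miRNov42 on Phvul.004G172700.1, a deoxyhypusine synthase. Another position of this site had 2448. The miRNov518 site on Phvul.011G001900.1, a pair of category 4 in Table S3, had 96 reads (56 and 40) against 963. The most abundant of the 96 was read 17 times. The miRNov446 site on Phvul.004G002700.1 had 88 (41 and 47) against 285. The miRNov61 site on Phvul.007G177500.1, a DREB2A-interacting protein 2, had 62 (33 and 29) against 149 and ranked 2 among the 11 positions of its site.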

Their degradome targets are for the most part involved in metabolic processes, biosynthesis, binding processes and various functions (Fig. 5). Compared to the conserved miRNAs that preferentially target genes involved in complex regulatory networks such as transcription factors [62], young miRNAs tend to target more precise and diversified functions. However, one of them, miRNov138, seems to target a transcript coding for a Homeobox-leucine zipper family protein. This transcription factor family is known to play an important role during the growth and development of plants by modulating phytohormone-signaling networks [63] and also in the interaction with microorganisms, especially during nodulation [64]. This young miRNA is specific to *P. vulgaris* and we hypothesize that it has been selected to perform a more precise role in common bean, like adaptation to a specific environment [63] or interaction with *Rhizobium*.

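The listed site of miRNov138 lies on Phvul.005G166900.1 from 1304 to 1326, with its slice position at 1318, and carries category 2 in Table S3. It overlaps the listed site of the known pvu-miR166a on this transcript, from 1305 to 1325 with its slice position at 1316. Table S3 also lists the known gma-miR166h-3p on this transcript, from 1307 to 1326, with the same slice position as miRNov138, 1318, so reads at this position cannot be assigned to either. The miRNov138 site ends 9 nt after its slice position, so both positions were compared over 9 nt. Reads that begin with TGGTCCGGA, the slice position of miRNov138 and gma-miR166h-3p, numbered 37 (23 and 14 in the 2 replicates). Reads that begin with CCTGGTCCG, the pvu-miR166a slice position, numbered 149 (76 and 73). Over the same 9 nt, other positions of the miRNov138 site had more, with 728 reads at 1305, 359 at 1306 and 188 at 1310. Over 10 nt, the pvu-miR166a position had 146 reads (74 and 72) and was the highest of its site. No read matched the miRNov138 precursor on chromosome 4 from 26029844 to 26029957.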

**Fig. 4:**
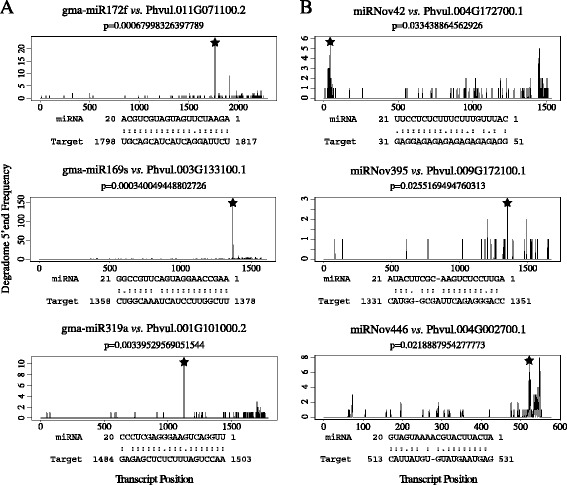
Target plots of miRNA-targeted transcripts using degradome data. Target plots of the distribution of degradome read abundance on transcripts targeted by **a**. known miRNAs and **b**. novel miRNAs. Vertical axes display the read abundance and the horizontal axes display the precursor position by base pair. The black vertical bars show the read abundance for the corresponding precursor base. The black stars indicate signatures consistent with the miRNA-directed cleavage. The corresponding *p*-values are shown above the plots

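Of the known pairs in Fig. 4A, gma-miR172f on Phvul.011G071100.2 had 233 reads (121 and 112 in the 2 replicates) with the 10 nt of the slice position 1763, against at most 104 at another position of the site. The gma-miR169s site on Phvul.003G133100.1, a nuclear factor Y subunit A3, had 339 reads (168 and 171) at position 1369 against at most 39. The gma-miR319a site on Phvul.001G101000.2 had 52 reads (20 and 32) at position 1127 against at most 38. Of the pairs in Fig. 4B, miRNov42 on Phvul.004G172700.1 had 189 reads (110 and 79) at position 42 against 2448 elsewhere in a site made of GAGAGAGAGG-like repeats. The miRNov395 site on Phvul.009G172100.1 had 4 reads (4 and 0) at position 1350 against 619. The miRNov446 site on Phvul.004G002700.1 had 88 reads (41 and 47) at position 522 against 285. Reads of other transcripts are included in these counts, so they are not the transcript counts that Fig. 4 shows.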

**Fig. 5:**
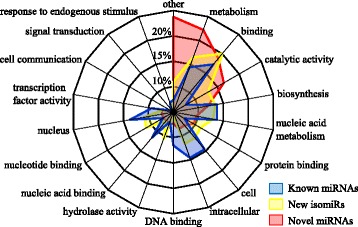
Distribution of the degradome target function. Radar plot of the distribution of the degradome target functions. Each branch corresponds to a different gene ontology category. The proportion (%) of known miRNA (*blue*), new isomiR (*yellow*) and novel miRNA (*red*) degradome targets that belong to each functional category are indicated by the distance from the center of the colored area intersection with the corresponding branch. The “other” category represents all the functional categories displaying less than 2 % of the targets

### Analysis of microRNA co-expression networks in nodules

To understand the role of the newly identified miRNAs in nodules, we constructed weighted correlation networks of miRNAs. These networks describe the pairwise relationship among miRNAs that differentiate the nodule library from other libraries based on the miRNA expression patterns [65]. Using this approach, we identified 2 networks including pairwise relationships between novel miRNAs, new isomiRs and conserved miRNAs.

One of these networks is composed by 4 novel miRNAs (miRNov153, miRNov155, miR156 and miRNov494), two new members of the miR399 family, and gma-miR319d suggesting that they could act jointly (Fig. 6A). All these miRNAs have the same expression pattern, with increased expression in nodules (Additional file 1: Table S1). As shown in Fig. 7A, increased expression of pre-miR319d, pre-miRNov153/155 and pre-miRNov494 in nodules was experimentally validated by qRT-PCR. More precisely, the new isoform of the mtr-miR399j was specifically identified in nodule (Additional file 2: Table S2). This miRNA family is involved in phosphate homeostasis [66] but, furthermore, has been identified as being repressed by N-starvation [67]. Nodulation efficiency and functionality are related to these two nutrients [68, 69] and we hypothesize that this new isoform of miR399 could indirectly regulate the normal establishment of nodulation in *P. vulgaris*. Indeed, this miRNA family is known to target a transcript encoding PHO2, an ubiquitin-conjugating enzyme crucial for acquisition and translocation of phosphate [70]. In our data, we predicted another target for the new isoform of miR399 which could regulate a NB-ARC domain-containing protein, one of several factors known to be involved in the plant resistance and activation of innate immune responses [71]. The organ-specific accumulation of this miRNA and the function of the corresponding target suggest a role in the regulation of nodule-specific defense mechanisms. Two of the novel miRNAs from this network; miRNov153 and miRNov494, are specific to the nodule library. 

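In the seedling degradome, the miRNov494 site on Phvul.004G162200.1, the aldehyde dehydrogenase 2C4, had 61 reads (25 and 36 in the 2 replicates) that begin with the 10 nt of its slice position 1102. Another position of the site had 184, and the slice position ranked 9 among 12. Its site on Phvul.003G027400.1, a galacturonosyltransferase-like 3, had 45 reads (24 and 21) at position 1556 against 85, and ranked 4 among 12. Table S3 gives the pairs category 4 and category 2, and reads of other transcripts are included in these counts. The miRNov494 precursors on chromosome 7 from 5680686 to 5680865 and on chromosome 10 from 3219958 to 3220138 had 148 and 95 reads. Of these, 1 on each lay at a boundary, so no signature was called (adjusted p = 1 from the binomial test with Benjamini-Hochberg adjustment). With 1 mismatch allowed, 14 boundary reads on each gave a call.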

The miRNov494 is predicted to target two transcripts in our degradome data (Additional file 3: Table S3). qRT-PCR expression analysis showed that in nodules the expression of miRNov494 precursor increased while the expression of one of the predicted targets, an aldehyde dehydrogenase (Phvul.004G162200.1) decreased (Fig. 7A). The members of this protein family are known to change their expression in response to a wide variety of stresses and are important in supporting environmental adaptability [72]. Our data suggest that the miRNov494 can regulate a member of the aldehyde dehydrogenase family in nodules and may help the plant to control the life cycle of this symbiotic organ. MiRNov153 is ~18 times more highly expressed than the miRNov494 and is encoded in an intron of an F-box protein gene (Additional file 1: Table S1). Part of this protein family plays important role in root symbioses [73] and particularly in the auto-regulation of nodulation [74]. This novel miRNA, miRNov153, is predicted to target an uridine kinase (Phvul.003 g180800), for which no expression variation has been measured in nodule compared to root tissue, and a transcript coding for a hypothetical protein (Phvul.002 g255600), for which we have observed an expression inversely correlated to its regulator miRNA in nodule (Fig. 7A). Although this target does not guide us to an obvious functionality, the fact that this miRNA is encoded in an intron of an F-box protein gene, in the same orientation, would permit us to envisage that this miRNA is co-expressed with the host gene and could act in the regulation of the systemic negative feedback control of nodulation. Among the 8 species for which we searched for the presence of the miRNov153, only the soybean genome encodes this miRNA and displays a *bona fide* hairpin-like precursor (Additional file 4: Figure S1A). To check if this locus can produce a miRNA corresponding to the mature miRNov153 in soybean, we mapped public nodule small RNA sequences from Arikit *et al.* [75] to the miRNov153 soybean precursor (Additional file 4: Figure S1B). Tens of sequences mapped exactly to miRNov153 and the corresponding miRNov153* and only three sequences mapped to other coordinates, suggesting that nodules from soybean also produce the miRNov153. The available public small RNA libraries from nodule represent 5 time points from 10 dpi to 30 dpi. In these libraries, we observe an increased expression of the miRNov153 during nodule development. Additionally, this miRNA is absent from *Medicago truncatula,* which develops indeterminate nodules, and is conserved in common bean and soybean, two species developing determinate nodules. These results tend to show a role of miRNov153, *via* its targets, in the loss of meristematic activity or the senescence of determinate nodules.

**Fig. 6:**
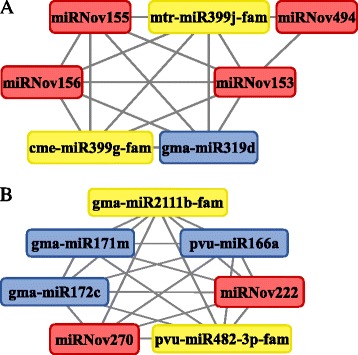
Weighted correlation network analysis of microRNAs from nodules versus other organs. Representation of two regulatory networks **a **& **b** between the miRNAs. The nodes correspond to each miRNA encountered in the corresponding network. The edges correspond to the direct connection and relation between the nodes. *Blue*, *yellow* and red tags indicate the known miRNAs, new isomiRs and novel miRNAs, respectively

**Fig. 7:**
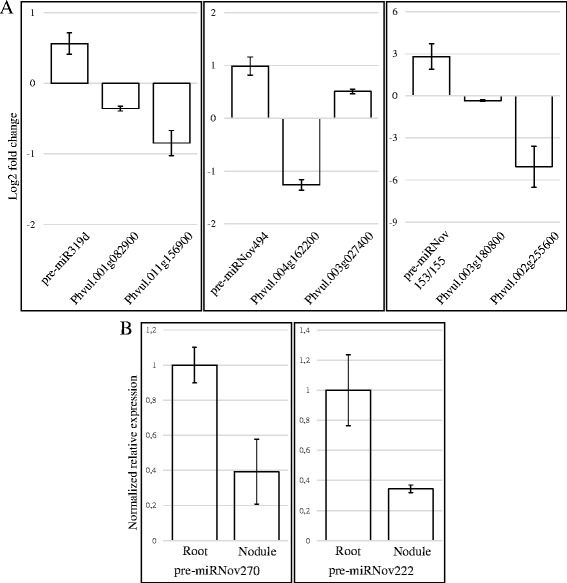
Expression quantification of miRNA precursors and their targets involved in the weighted correlation networks. Relative quantification by qRT-PCR of miRNA precursors and their corresponding targets. **a** Expression of miRNAs and corresponding targets in nodules compared to root tissues from the Fig. 6A network. Histograms represent the Log2 fold change level and error bars represent the standard error of the mean of the three expression ratios from three biological replicates. **b** Expression of novel miRNA precursors from Fig. 6B network. Histograms represent the relative expression and error bars represent the standard error of the mean of the three relative expressions from three biological replicates. Expression values have been standardized at 1 for the control roots and proportionally adjusted for nodule expression. The geometric mean of the expression of three housekeeping genes was used for normalization of the expression levels

To our knowledge, no link has been published before between miR319 and nodulation. This miRNA is a regulator of the plant stress responses against salinity, drought or cold [76, 77] but it is also implicated in the regulation of cell proliferation *via* the control of its targets, members of the TCP transcription factor family [78]. Here, we have validated the increase of miR319d precursor expression in nodules and the decrease of one of its predicted targets, a TCP transcription factor family member (Phvul.011 g156900), in the same tissue (Fig. 7A). Because this miRNA is present in a network that distinguishes the nodule library from the others, and because it is connected with miRNAs described in previous studies as being related to nodules, we hypothesize that miR319 and its targets are strong candidates for which a role in nodule development must be investigated.

We identified a second network involving 7 miRNAs: 2 novel ones, 2 new isomiRs and 3 already known miRNAs (Fig. 6B). In this network, we retrieved members of miRNA families already described as regulating nodule development. Specific variants of *L. japonicus* and *M. truncatula* miR171 target the GRAS-family *NSP2* TF, a key regulator of the common symbiotic pathway for rhizobial and arbuscular mychorrizal symbioses [79–81]. MiR166 and its target gene, a HD-ZIP III transcription factor, regulate meristem activity and vascular differentiation in roots and nodules [64]. In soybean, the over-expression of miR482, targeting a GSK-3-like protein MsK4, resulted in an increase in nodule number without affecting root development or the number of nodule primordia [36]. The crucial role of miR172 and its target gene, a transcription factor from the AP2 family, have been described for soybean- and common bean-rhizobia symbiosis [82–84]. For soybean, Yan *et al.* [82] postulated that miR172 regulation of nodulation is explained by the *AP2* repression of non-symbiotic hemoglobin (*Hb*) gene expression that regulates the level of nodulation; while Wang *et al.* [84] recently reported that soybean NNC1, a AP2 transcription factor target of miR172, represses *ENOD40* expression that results in negative regulation of early symbiotic stages. For common bean, we recently demonstrated [83] that miR172c, which has the transcription factor AP2-1 as target gene, indirectly regulates the expression of the transcription factors NF-YA1, NSP2 and CYCLOPS as well as the gene *FLOT2*, all of which are essential regulators of early stages of the symbiosis. In addition, we postulated that miR172-induced AP2-1 silencing in mature common bean nodules is involved in down-regulating expression of genes related to nodule senescence postulated as targets of AP2-1 transcription activation [83]. We also found a new isomiR of a family already described as regulating the development of nodules: the miR2111 targeting a Kelch-related proteins [85]. Finally, the last two miRNAs encountered in this network are new miRNAs: miRNov222 and miRNov270. Although these miRNAs have low expression and present no processing evidences in degradome data or transcription evidences in transcriptome data (Additional file 1: Table S1), we have detected the corresponding precursors by qRT-PCR in roots and confirmed their expression decrease in nodules (Fig. 7B). 

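In the seedling degradome, no read of the 2 replicates matched the miRNov222 precursor on chromosome 5 from 34548237 to 34548375 or the miRNov270 precursor on chromosome 8 from 20617583 to 20617725. Both are intergenic according to Table S1. The cleaved ends captured from these precursors were thus below the smallest share the depth can show, which was 0.126 per 1000000 reads in replicate 1 and 0.123 in replicate 2. The abundance of the precursors was not measured.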

As elements in a network containing miRNAs previously described as nodulation regulators, these novel miRNAs are also probably involved in the normal establishment and functioning of the nodulation process *via* regulation of their targets. These two miRNAs putatively target a protein kinase and a NB-ARC domain-containing disease resistance protein, respectively (Additional file 3: Table S3). Although the protein kinases belong to a large protein family, various members are known to be involved in signalling during nodulation [86] and, as described above for the putative target of the new isoform of the miR399, the NB-ARC domain-containing disease resistance proteins are known to be involved in the plant resistance and activation of innate immune responses [71] and could play a specific role in the nodule and allow the proper functioning of the nitrogen-fixing organ. These novel miRNAs are directly related to regulators of nodulation and it is conceivable that these *Phaseolus*-specific miRNAs could act in the same way as the connected conserved miRNAs and play a role during nodule establishment in a more spatio-temporal specific manner. Like the miR319 family, these novel miRNAs must be considered as major candidates for deciphering the specific regulation of nodulation in *P. vulgaris*.

### Identification of phasi-RNAs and their associated targets

In all the sequenced libraries, a large number of reads do not correspond to miRNAs or other previously identified non-coding RNAs of common bean, suggesting they could belong to another class of small RNAs. We decided to focus on phasiRNAs and, based on the alignment of the reads with the genome and the phasing score for each locus, we predicted 125 statistically significant loci producing 21 nt-phased small RNAs (Additional file 5: Table S4, see example in Fig. 8A). Among the identified *PHAS* genes, only two are conserved in the three legumes studied, *i.e. M. truncatula*, *G. max* and *P. vulgaris* (Additional file 6: Figure S2). One of these *PHAS* genes is known as the *TAS3* gene targeted by the miR390 and producing small RNAs targeting transcripts that encode AUXIN RESPONSE FACTORs (ARF3 and ARF4) [87]. In our data, we also identified miR390 and its regulatory action on the *TAS3* gene (Additional file 5: Table S4), providing a positive control for our methodology. The second *PHAS* gene codes for a member of the disease resistance protein (TIR-NBS-LRR class) family known to be targeted by miR2118 in soybean but not yet in *M. truncatula* [71]. In our analysis, we encountered that miR2118 potentially targets this *PHAS* gene but not in the expected phase. However, for this gene, we have identified a potential in-phase slicing by a novel miRNA, the miRNov212 (Additional file 5: Table S4). Among the 125 loci identified, 47 are predicted to be targeted by 31 different miRNAs with a cleavage site in phase with the initiation site of the corresponding phasiRNAs. In recent years, loci producing 21 nt-phasiRNAs (*PHAS* genes) have been identified in different species and their number in each case varies widely: 50 in *Arabidopsis*, 114 in *M. truncatula,* 157 in apple, 353 in peach and 864 loci in rice [40, 71, 88–90]. Not all *PHAS* genes are associated to a miRNA triggering phased small RNA, and the proportion of *PHAS* genes targeted by a miRNA also varies from species to species. For example, 26 of the 157 apple *PHAS* genes and 160 of the 864 rice *PHAS* genes are potentially targeted by miRNAs that can trigger phasiRNA production. Here, we identified 13 known miRNAs, 4 new isomiRs and 14 novel miRNAs that potentially trigger the production of phasiRNAs (an example is shown in Fig. 8B). Most of the 17 previously identified miRNAs are known to be involved in the production of phasiRNAs in other species [27, 91]. The phasiRNAs produced by these known miRNAs originate from transcripts encoding proteins involved in a wide range of functions like the MYB genes targeted by miR159, NB-LRR genes targeted by miR482 and miR2118, Ca^2+^-ATPases targeted by miR4376 or TIR/AFB targeted by miR393 [27]. Uncharacteristically, we identified one *PHAS* gene (Chr11: 2402498–2402857) that possesses all the features to produce two sets of phasiRNAs derived from two distinct phases that are triggered by two novel miRNAs (miRNov141 and miRNov316). The resulting phasiRNAs are only expressed in the flower and the corresponding miRNAs are almost uniquely expressed in the same organ (Additional file 2: Table S2). These phasiRNAs are produced from a transcript coding for a putative serine carboxypeptidase-like 35, a member of a large family involved in multiple cellular processes. In rice, a member of this family has been identified as playing a role in defense against pathogens and oxidative stress [92]. The mechanism of double-phasing by two different miRNAs allows production of two overlapping sets of phasiRNAs from the same sequence and we can imagine this confers an additional layer of small RNA production allowing the more precise regulation of defense reactions of the organism. The complete set of *PHAS* genes targeted by microRNAs must be larger than the number reported here, since we may not have a complete list of miRNAs yet. In addition, other miRNAs may generate phasiRNAs by cleaving target transcripts at an out-of-phase position by a phenomenon called phase-drift, caused by a DCL slippage [93], and, identification of these cleavage events becomes challenging.

**Fig. 8:**
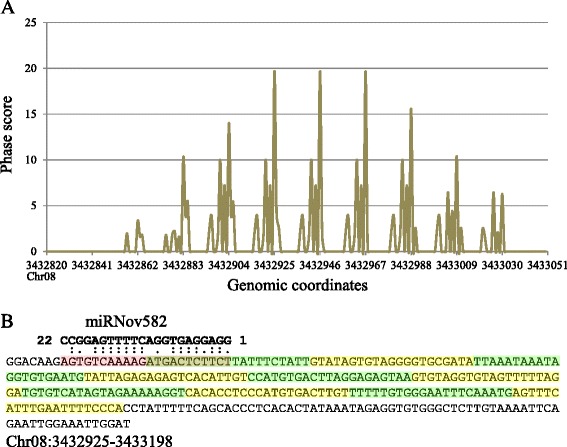
Identification of a phasiRNA loci and their triggering miRNAs. **a** Distribution of the phase score (vertical axis) as a function of the genomic coordinates (horizontal axis) of the *PHAS* gene Chr08:3432925–3433198 coding for a pfkB-like carbohydrate kinase family protein. **b** Representation of the miRNov582 triggering the 21 nt phasiRNA production (green and yellow alternation) of the *PHAS* gene Chr08:3432925–3433198. The G–U hydrogen bonds are represented by a single dot and the A–U and G–C hydrogen bonds by two dots

All of the studied organs presented transcripts producing 21-nt phasiRNAs but only 13 of the 125 *PHAS* genes (~10 %) were identified in the five different small RNA libraries (Additional file 7: Figure S3). Moreover, most of the phasiRNAs are organ-specific (~73 %) and flowers present the largest set of identified phasiRNAs expressed, with around 73 % of the loci, including ~69 % of organ-specific expressed loci. Conversely, nodules had lower expressed phasiRNAs, with ~13 % of the identified loci. 86 of the 125 *PHAS* loci are localized in a predicted transcript, including 46 with an associated putative function (Additional file 5: Table S4) suggesting that the corresponding phasiRNAs can also target these transcripts or other members of the corresponding gene families. Among the phasiRNA loci localized in transcripts with a putative function, two are expressed in all the organs and are derived from an Auxin signaling F-box 2 and a NAC transcription factor-like 9. These two proteins are related to auxin signaling and lateral root formation [94] and the corresponding families are known to be common targets of phasiRNAs [40]. The presence of the corresponding phasiRNAs in all the studied organs reflects the important role in regulation of these small RNAs at the organism level. MiR2118 is predicted to target two *PHAS* genes (Chr04:3128306–3129229 and Chr04:9380782–9381299) coding for proteins involved in disease resistance: a NB-ARC domain-containing disease resistance protein and a Disease resistance protein (TIR-NBS-LRR class) family member. These loci are expressed in all the organs except nodules (Additional file 5: Table S4). Although miR2118 has been retrieved in all the organs studied, including nodules, we can hypothesize that miR2118 regulates nodule growth *via* the control of phasiRNA production derived from the NB-ARC and TIR-NBS-LRR transcripts. The investigation of phasiRNAs is quite recent and we envisage that, in coming years, the number of *PHAS* genes will increase, as it has for miRNAs in recent years, in terms of loci per species and number of studied plant species.

## Conclusions

Thanks to the genome-wide identification of miRNAs and phasiRNAs from *P. vulgaris*, we provide a set of sequences allowing the extension of the sRNAome of common bean. The investigation of the miRNA degradome targets, the miRNA correlation networks and the *PHAS* gene function permitted us to propose a role for the identified small RNAs and provide genuine sequence candidates to be studied in plant-microorganism interactions and specifically in the root-nodule symbiosis.

## Methods

### Plant materials and sequencing

#### Plant materials

Flower, leaf, root and seedling raw sequences were obtained from the study of Peláez *et al.* [29]. Briefly, *Phaseolus vulgaris* L. cv. Negro Jamapa and cv. Pinto Villa were grown and roots (15 day old) and flower buds (35–40 day old) were collected in liquid N_2_ and stored at - 80 °C. Whole 1–4 days old seedlings were collected in liquid N_2_ and stored at −80 °C. A pool of leaves from 10 and 20 day-old plants was harvested for RNA purification.

#### Nodulation conditions

*P. vulgaris* L. cv. Negro Jamapa seeds were surface sterilized and germinated under sterile conditions for two days and then planted in pots with sterile vermiculite. A fresh inoculum of *R. tropici* CIAT899 grown on PY liquid medium supplemented with CaCl_2_ (7 μM), rifampicin (50 μg/ml), and nalidixic acid (20 μg/ml) at 30 °C to a cell density of 5 × 10^8^ ml^−1^ was prepared. Immediately after transferring bean plants into pots with fresh sterile vermiculite, each plant was inoculated by adding 1 ml of the *R. tropici* culture directly to the root. Plants were grown in a greenhouse with a controlled environment (25–28 °C, 16 h light/8 h dark) and were watered with nitrogen-free B&D nutrient solution [95] every 2 days. Root nodules were collected 18 and 27 days after inoculation.

#### Library preparation and sequencing

Total RNA was isolated from frozen samples using the Trizol reagent according to the manufacturer's instructions (Invitrogen, Carlsbad, CA) and 10 μg of each sample was prepared for Deep Sequencing following Illumina's Small RNA alternative sample preparation protocol v1.5. Complementary DNA (cDNA) libraries were separately prepared and Single Read-sequenced using the Genome Analyzer IIx (GAIIx) (36 bp) and the Illumina Cluster Station (Illumina Inc, USA) at the Instituto de Biotecnología (Universidad Nacional Autónoma de México) and raw reads from the *Illumina Pipeline 1.4* for the small RNA libraries were purged of sequence adapters, low quality tags and small sequences (<16 nt long) [29]. The contamination of the nodule library by bacterial sequences was investigated by BLASTn of the whole nodule small RNA set against the *R. tropici* CIAT899 genome as a reference. Raw reads for the small RNA sequencing are available in the Gene Expression Omnibus database under accession number GSE67409.

### Degradome library construction

#### Plant material

Seeds of *P. vulgaris*, var. Pinto Villa were surface sterilized in 50 % (v/v) sodium hypochlorite and 0.5 % (v/v) Tween-20 for 3 min, rinsed with distilled water for 10 min and germinated in wet paper towels in the dark at 24 °C for 3 days. At this point seedlings of similar size were transferred to moist vermiculite watered to substrate capacity and maintained at 24 °C for 48 h with 16 h/8 h light/dark day cycles. Seedlings were collected, ground to a fine powder under liquid N_2_ and preserved at −80 °C until the material was used for RNA preparation.

#### Library construction for high throughput sequencing

The protocol used to obtain cDNA libraries for degradome analysis was carried out essentially as previously described [59, 96]. Total RNA from seedlings was obtained using the Trizol reagent (Life Technologies) according to the manufacturer’s directions. Subsequently, poly-A+ RNA was ligated to a 5’adapter containing a MmeI site at its 3’-end. The ligated products were used for cDNA production and amplified by PCR for five cycles. The PCR products were digested with MmeI and the resulting fragments ligated to a second double-stranded oligonucleotide, purified and amplified for another ten PCR cycles. The final product was purified and subjected to high throughput sequencing as described below.

#### High Throughput sequencing

DNA libraries were subjected to Single Read-sequencing (36 bp) using a Genome Analyzer IIx (GAIIx) and the Illumina Cluster Station (Illumina Inc, USA) at the UNAM Sequencing facility (Unidad Universitaria de Secuenciación Masiva de DNA, Universidad Nacional Autónoma de México). Raw reads for the degradome sequencing are available in the Gene Expression Omnibus database under accession number GSE67432.

### Bioinformatics analysis of sequencing data

#### miRNA identification

The identification of the miRNA precursors was performed using the miRDeep-P pipeline [33] with a maximal identification window size of 250 nt, no mismatch allowed and a number of hits in the genome lower than 40. The precursors with a small RNA overlapping an ncRNA (tRNAs, rRNAs and other ncRNAs) were discarded by the software. We recovered only the precursors with a size of mature miRNA between 18 nt and 25 nt wherein the mature miRNA lies within the top 5 % of the most expressed sequences, in a given library. The selected mature miRNAs were compared with all the Viridiplantae miRNAs of the miRBase version 21 [28] using the NCBI BLASTn program [97], allowing no mismatches to identify the already known miRNAs. To identify the miRNAs families and the new isoforms of already known miRNAs, we used CD-HIT (Cluster Database at High Identity with Tolerance) [98] with at least 84.2 % of identity. For the novel miRNAs, a more stringent selection was performed and only those mature sequences for which the best precursor miRDeep score is greater than 2.2 (the threshold for the top 5 % of the precursor miRDeep scores) have been kept. To list all the precursors encoding for the final set of novel genuine mature miRNAs, we recovered all the corresponding precursors that have been identified by miRDeep-P and passed all our filters without a selection on the attributed score.

#### Target identification

Two programs were used to identify the targets of the selected miRNAs. CleaveLand ver.4 [99] was used to identify the putative target sites from degradome data (see Degradome library construction section). The transcripts from the version 1 of the *P. vulgaris* genome [2] were used as target templates, the total set of identified miRNAs has been used as the small RNA candidates and only targets with a p-value lower or equal to 0.05 were selected. psRNATarget [60] was used to predict putative miRNA targets on the same transcript dataset. Default parameters were used and only the targets with an expectation value lower than 3 were retained.

To identify the functional distribution of these sets of targets, we used the corresponding Gene Ontology Annotation [100] and classified the corresponding GO terms with CateGOrizer [101] using the GO_slim2 classification with the “accumulative all occurrences” count method.

#### Organ distribution and conservation analyses

The organ distribution was performed manually: a miRNA is considered as present in an organ when the corresponding mature sequence is in the top 5 % of the most expressed mapped sequences of the corresponding organ library. The “five sets” Venn diagrams were inspired by Edwards’ Venn diagrams [102].

Conservation of mature miRNAs was investigated using the NCBI BLASTn program [97] against the genomes of 8 species: two Fabaceae (*Medicago truncatula* 4.0 and *Glycine max* Wm82.a2.v1), three non-legume eudicots (*Vitis vinifera* Genoscope.12X, *Populus trichocarpa* 3.0 and *Arabidopsis thaliana* TAIR10), two monocots (*Oryza sativa* 7.0 and *Zea mays* 6a) and the moss *Physcomitrella patens* 3.0. No mismatches were allowed in identifying the corresponding homologous sequences.

#### Weighted correlation network analysis of microRNAs

The weighted correlation networks were constructed with the WGCNA package for R [65, 103] following the automated one-step protocol and with the default parameters except the minimum module size of 3 miRNAs in order to discover the smallest networks. We used normalized expression data of the 185 mature miRNAs according to the formula: (miRNA read number * 1.000.000)/total mapped reads per library. The eigengene value was calculated for each module and networks in order to test the significant association with the nodulation trait (the difference between the nodule library and the other libraries). Then, the networks were drawn using Cytoscape [104].

#### PhasiRNA identification

Bowtie alignments [105] without mismatch were used to predict the phasiRNAs. Phasing score [71] was calculated for each 21 nt read mapped to the genome with a threshold of 15 as mentioned in Zhai *et al.*, [71]. To eliminate the contribution of random fragments generated from RNA degradation products a chi-test was performed per locus, taking into account the number of reads in phase and the reads not in phase (*p* < 0.01). Finally, a locus was predicted as a phasiRNA if it passed the above filters and had 3 or more 21 nt windows with a number of reads in the most abundant 5 % and genome mapped reads in at least one library. All loci located in transposable elements were removed. Once the final phasiRNA-generating loci were determined, they were tested for the identification of phase-triggering microRNAs/phasiRNA-targeted transcripts using psRNATarget [60] with default parameters and a limit of expectation of 5.

### Sample preparation and expression analysis

Total RNA was isolated from 100 mg of frozen roots and nodules (21 dpi) from three biological replicates using Trizol reagent (Life Technologies) following the manufacturer’s instructions. cDNA was synthesized from 2 μg of total RNA using RevertAid™ H Minus First Strand cDNA Synthesis Kit (Fermentas). Resulting cDNAs were then diluted and used to perform qRT-PCR assays using SYBR Green PCR Master Mix (Applied Biosystems), following the manufacturer’s instructions. The sequences of oligonucleotide primers used are provided in Additional file 8: Table S5. Reactions were analyzed in a real-time thermocycler Applied Biosystem 7300. Two technical replicates were performed for each reaction. Relative expression was calculated with the “comparative Ct method” and normalized with the geometrical mean of three housekeeping genes (HSP, MDH & Ubiquitin9) [106].

## Availability of supporting data

The RNA-seq data sets supporting the results of this study are available in the Gene Expression Omnibus (GEO) database, under accession GSE67433.

## Additional files

Additional file 1: Table S1. List of the identified microRNA precursors and their corresponding mature forms. The blue, yellow and red lines represent the known miRNAs, the new isomiRs and the novel miRNAs, respectively. The “All precursors” sheet lists all the precursors identified that fulfill our criteria. The “All matures nr” sheet lists all the non-redundant mature miRNAs resulting from the “All precursors” list. The “Families” sheet lists all the miRNA families identified in our study and the corresponding number of members found. Additional file 2: Table S2. List of the miRNAs and the corresponding number of reads present in the different organs. The blue, yellow and red lines represent the known miRNAs, the new isomiRs and the novel miRNAs, respectively. The absence or presence of a “1” in the presence columns indicate the absence or the presence of the corresponding miRNA (lines) in the corresponding library (rows). Additional file 3: Table S3. List of miRNA degradome and psRNATarget-predicted targets. The blue, yellow and red lines represent the targets of the known miRNAs, the new isomiRs and the novel miRNAs, respectively. The “Degradome targets”, “Degradome targets rejected miRs”, “psRNATarget-predicted targets” and “psRNATarget target reject” sheets list the targets predicted by degradome data for the selected and rejected miRNAs, and the targets predicted by psRNATarget for the selected and rejected miRNAs, respectively. Additional file 4: Figure S1. Distribution of sequencing reads from soybean nodule libraries mapped on the soybean precursor of miRNov153. (A) Minimum free energy structure prediction of miRNov153 precursor of soybean. Heat colors represent the base-pair probabilities for each nucleotide (Blue = 0; Red = 1). The brackets show the position of miRNov153 mature and star. (B) Visualization of the mapped read distribution on the miRNov153 soybean precursor. miRNA reference sequence is at the top. The oriented grey bars represent the mapped reds. The brackets show the position of miRNov153 mature and star. Additional file 5: Table S4. List of the identified PHAS genes and their distribution in 5 plant organs. The presence of a “0” or “1” in the libraries columns indicates the absence or presence of the corresponding PHAS locus (lines) in the corresponding library (rows), respectively. The conservation column indicates the initials of the legume species in which the PHAS locus is conserved (Gma = *Glycine max*, Mtr = *Medicago truncatula*). Additional file 6: Figure S2. Venn diagram of the conservation of the PHAS genes in 3 legume species. Venn diagram of the distribution of PHAS genes based on their presence in three legumes: *Medicago truncatula* (red), *Glycine max* (yellow) and *Phaseolus vulgaris* (blue). The numbers in each Venn diagram area correspond to the numbers of *PHAS* genes encountered in the corresponding overlapping species area. Additional file 7: Figure S3. Distribution of the identified PHAS genes in 5 plant organs. Venn diagram of the distribution of PHAS gene expression in the different studied organs. Red: flower, green: leaf, yellow: root, blue: seedling and black: nodule. The numbers in each Venn diagram area correspond to the numbers of expressed phasiRNA loci encountered in the corresponding overlapping organ area. Additional file 8: Table S5. List of oligonucleotide sequences used in quantification experiments.

## Abbreviations

5’RACE: 5'-rapid amplification of cDNA ends
AGO: Argonaute
bp: Base pair
Cv: Cultivar
dsRNA: Double-strand RNA
GO: Gene Ontology
kcal: Kilocalorie
miRNA: microRNA
mol: Molar
MYB: Myeloblastosis
NB-LRR: Nucleotide Binding domain (NB) and a Leucine Rich Repeat (LRR) domain
ncRNA: Non-coding RNA
NSP: Nodulation Signaling Pathway
nt: Nucleotide
PPR: Pentatrico peptide repeat
RISC: RNA-induced silencing complex
rRNA: Ribosomal RNA
TasiRNA: Trans-acting siRNAs
tRNA: Transfer RNA
UTR: Untranslated region

# Supplementary material for: Genome-wide identification of the Phaseolus vulgaris sRNAome using small RNA and degradome sequencing
**Source:** BMC Genomics. 2015 Jun 2;16(1):423. doi: 10.1186/s12864-015-1639-5
**Supplement:** Additional file 4: Figure S1. — Distribution of sequencing reads from soybean nodule libraries mapped on the soybean precursor of miRNov153. (A) Minimum free energy structure prediction of miRNov153 precursor of soybean. Heat colors represent the base-pair probabilities for each nucleotide (Blue = 0; Red = 1). The brackets show the position of miRNov153 mature and star. (B) Visualization of the mapped read distribution on the miRNov153 soybean precursor. miRNA reference sequence is at the top. The oriented grey bars represent the mapped reds. The brackets show the position of miRNov153 mature and star.

## Slide 1
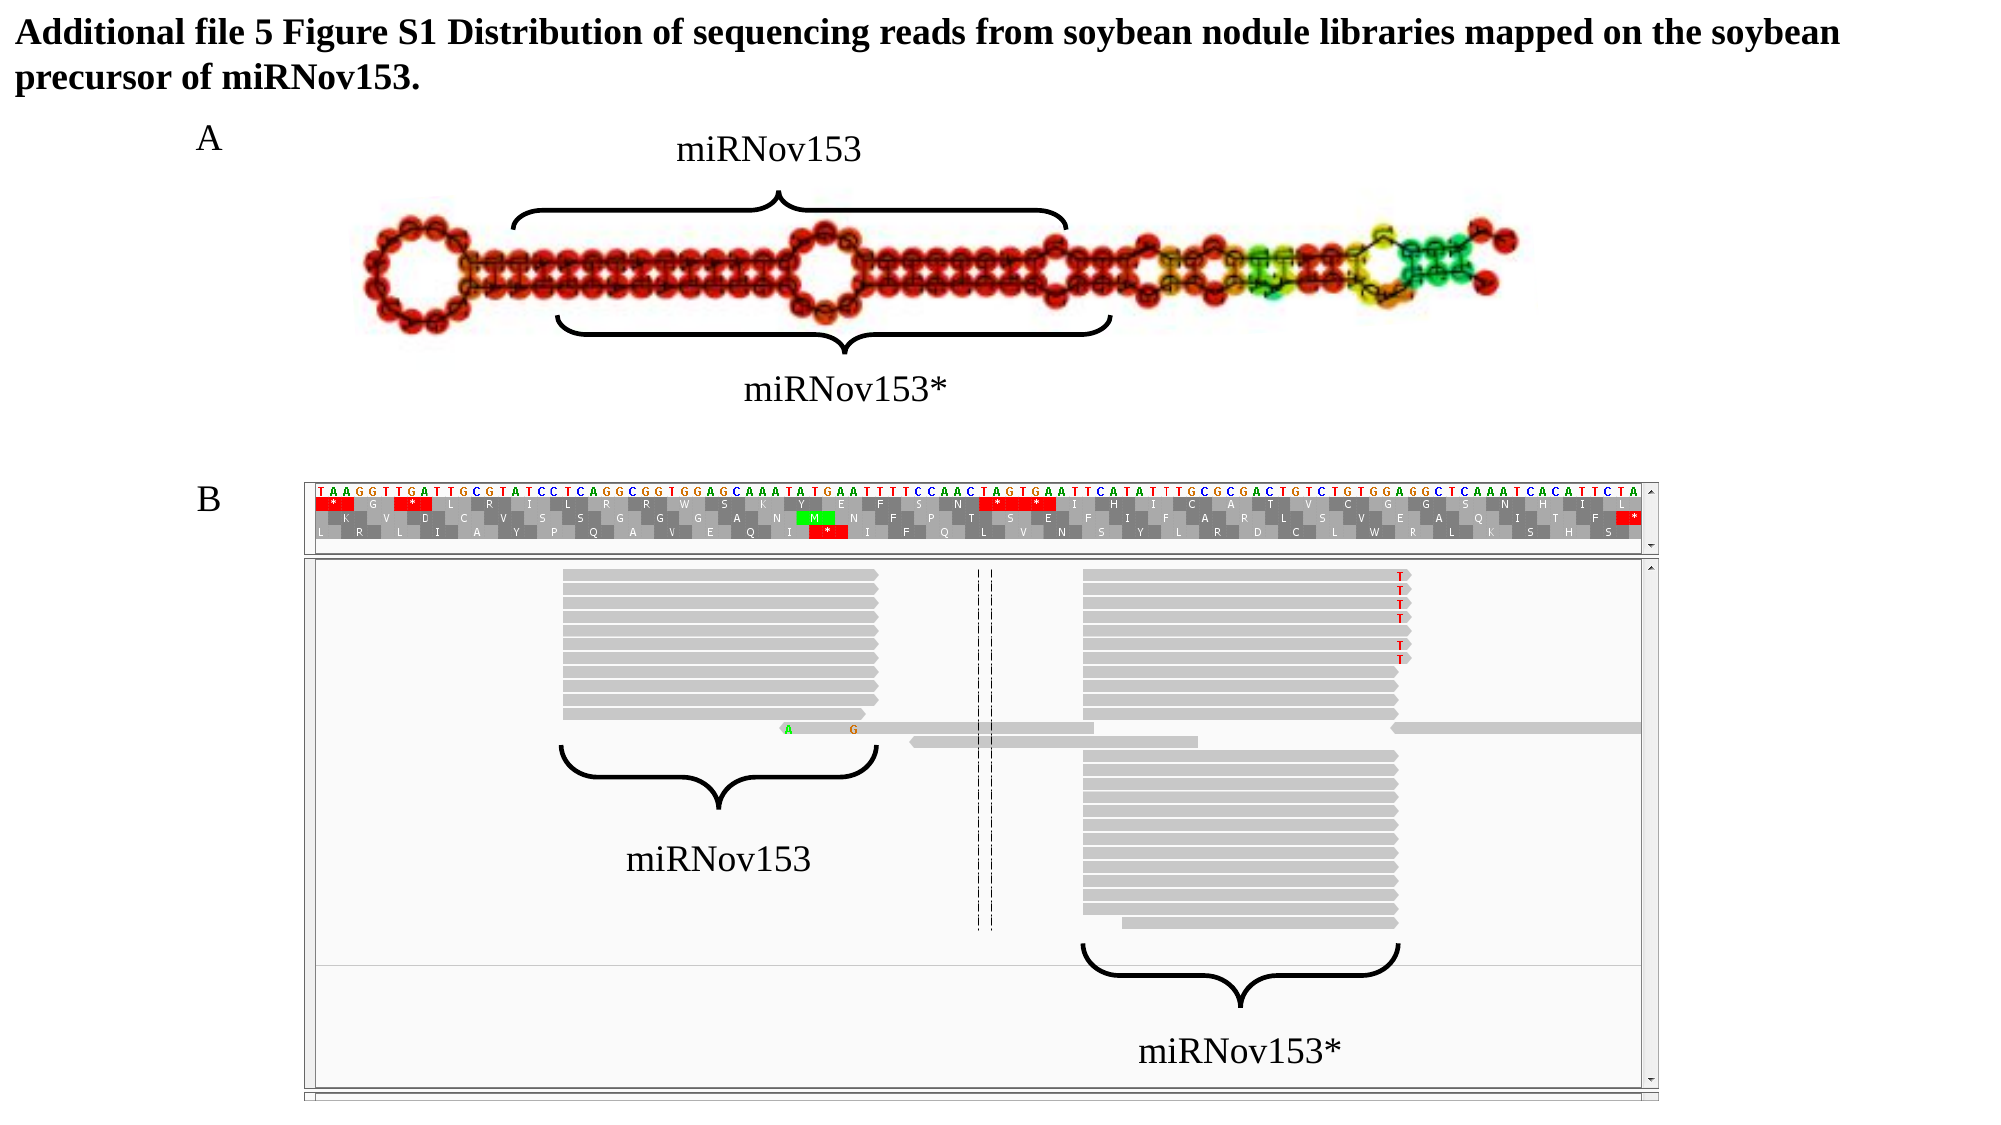

Additional file 5 Figure S1 Distribution of sequencing reads from soybean nodule libraries mapped on the soybean precursor of miRNov153.
A
miRNov153
miRNov153*
B
miRNov153
miRNov153*

# Supplementary material for: Genome-wide identification of the Phaseolus vulgaris sRNAome using small RNA and degradome sequencing
**Source:** BMC Genomics. 2015 Jun 2;16(1):423. doi: 10.1186/s12864-015-1639-5
**Supplement:** Additional file 6: Figure S2. — Venn diagram of the conservation of the PHAS genes in 3 legume species. Venn diagram of the distribution of PHAS genes based on their presence in three legumes: Medicago truncatula (red), Glycine max (yellow) and Phaseolus vulgaris (blue). The numbers in each Venn diagram area correspond to the numbers of PHAS genes encountered in the corresponding overlapping species area.

## Slide 1
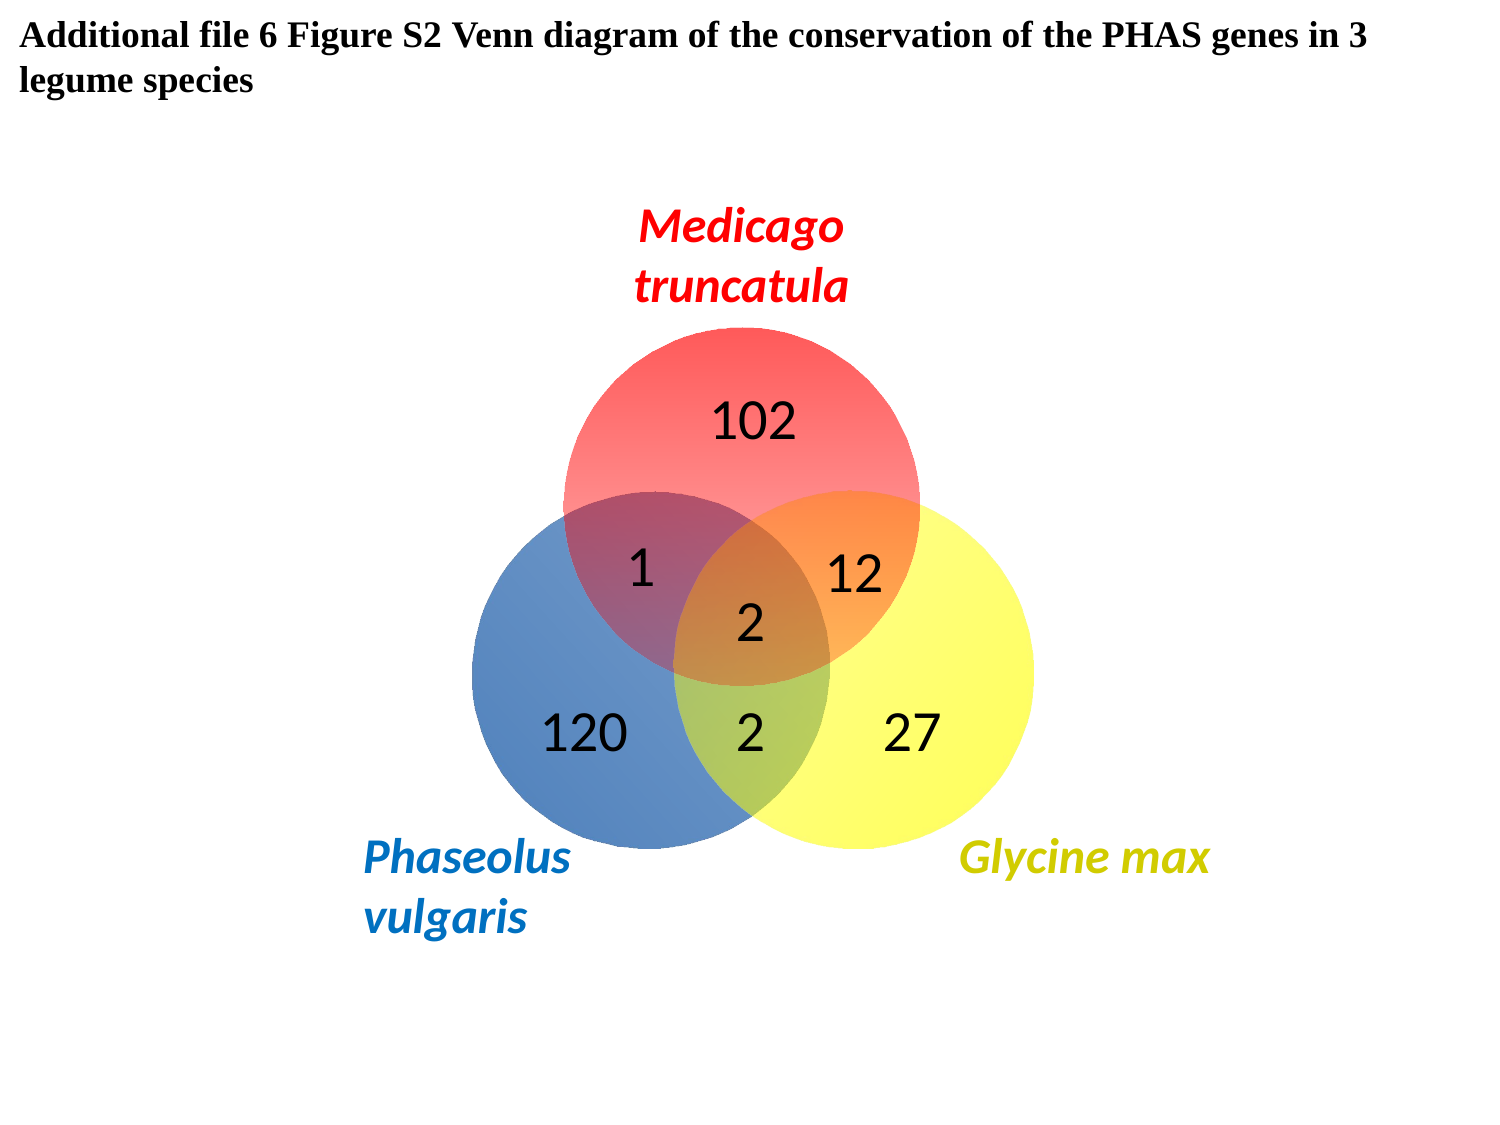

Additional file 6 Figure S2 Venn diagram of the conservation of the PHAS genes in 3 legume species
Medicago truncatula
102
1
12
2
120
2
27
Glycine max
Phaseolus vulgaris

How the deposited data were processed for this re-analysis (not part of the article)

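Cleaved RNA ends were measured in 2 degradome libraries of common bean seedlings, taken as replicates 1 and 2 of a single condition. The authors ligated poly-A+ RNA to an adapter with a MmeI site, amplified it for 5 and 10 PCR cycles, sequenced single reads of 36 bp and reduced them to cleaned sequences. The deposited values are counts: each distinct sequence with the number of times it was read, neither aligned nor normalized. The trimming tool is not named in the paper's text. The replicates held 23743516 and 24466721 reads, and 3 counts of these totals are 0.126 and 0.123 per 1000000 reads. Small RNA, transcriptome and qRT-PCR measurements were not analysed here.

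Reads were matched by their first 20 nt, without mismatch, to the 303 precursors printed in Table S1, whose mature miRNAs, classes, coordinates and marks are the paper's. Reads of 18 or 19 nt matched over their whole length. The miRNA* was taken from the fold given by RNAfold 2.7.2 with 2-nt 3' overhangs. An exact one-sided binomial test compared boundary reads with all reads of a precursor, with Benjamini-Hochberg adjustment over precursors with at least 1 read, an adjusted p threshold of 0.05 and at least 2 boundary reads. Classes were compared with two-sided Fisher's exact tests, with 0.5 added to each cell for the log2 odds ratio, and with permutation tests of 100000 resamples over mature miRNAs. Shares have 95 % Wilson intervals, which treat precursors, mature miRNAs or sites as independent units. Many of these share reads, so the intervals may be too narrow, and they do not cover PCR or the spread between replicates. The computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The calling procedure was tested on simulated data, in which 99.8 % of signatures planted with 50 % of the reads on precursors with at least 10 reads, and 0.309 % of unchanged precursors, were called. Weaker signatures were not simulated, and real position counts in random order gave a higher rate of false calls than 0.309 %.

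The planned target tests need transcript sequences, which were not used here. These tests were tags at the slice position of the located transcript, CleaveLand categories, and a search with shuffled miRNAs. In their place, and chosen after the counts had been seen, the first 10 nt of the reads were compared with the positions of the target sites printed in Table S3. The flanks of 100 nt planned for the precursors were not used either, and the precursors were used as printed. The miRNAs, precursors and pairs named in the text follow a rule set before the data were examined: every one that the paper names with its degradome data, the 5 called precursors of each class with the most boundary reads, and the 5 listed pairs of each class with the most reads at the slice position. A few of each are given in the text. Alternatives were to leave out each replicate, count only reads that match 1 place among the precursors, allow 1 mismatch, and change the boundary or slice positions, the thresholds and the unit of counting. Reads matching over their whole length, reads away from the boundaries alone, the first 9 nt of a read, groups of precursors that share a 20-nt sequence, and each slice sequence and miRNA family counted once were added after the data were seen. The family of a known miRNA is the number in its miRBase name.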

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

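The tests of the peaks inside the hairpins were chosen only after the result was seen, and the test of the sites of rejected candidates was written before. There is a single condition, so no biological explanation was tested for any of these results.

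Inside the pvu-miR159a.1 hairpin on chromosome 4 from 43298217 to 43298388, away from the boundaries of the mature miRNA and the miRNA*, 235 reads (97 in replicate 1 and the others in replicate 2) started 25 nt upstream of the mature miRNA, with the sequence ATCTGCCTCTATAGTATCAT. In the gma-miR319a precursor on chromosome 2 from 45852947 to 45853111, 96 reads (45 and 51) started 44 nt upstream of the mature miRNA, with the sequence AGTGAATGATGCGGGAGACA. The paper does not report these positions, and both counts are above the 3 counts taken as the floor. Random breakage of an abundant precursor would spread the other reads evenly. Instead 235 of the 512 reads counted as away from the boundaries lay at the pvu-miR159a.1 position. For gma-miR319a it was 96 of 320 (one-sided exact binomial test over the positions, p = 1.02e-121). These totals leave out more than the boundary reads, which were 5109 of 5645 and 93 of 516. Among all reads off the boundaries, the shares of the peaks are thus smaller. Each position was chosen as the highest, and p was multiplied by the number of positions for that choice. The test was chosen after the peaks were seen, however, and it treats PCR reads as independent. This p alone therefore does not rule out random breakage. The reads could also come from another locus. Among the 5 precursors examined, the highest such position matched 1 place among the precursors for 3, these positions included. Places outside the precursors were not searched, so reads from another locus cannot be told apart from a cut inside the hairpin. A candidate explanation that remains is a further cut in these hairpins, which is a hypothesis found and tested on the same data. The same position did not recur in all the precursors examined. The gma-miR319a precursor on chromosome 2 from 30390810 also peaked 44 nt upstream, with 7 reads. That on chromosome 8 peaked 103 nt upstream with 4 reads. The gma-miR319q precursor on chromosome 8 peaked 2 nt upstream with 93 reads, which match more than 1 place.

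Table S3 also lists sites for miRNA candidates that the paper rejected, which its text does not discuss. They were listed from the same reads, so selection may account for part or all of an excess over random placement. The slice position was the highest of the site at 31 of 131 such sites (23.7 %, 95 % Wilson interval 17.2 to 31.6 %), where 10.2 were expected (permutation p = 1e-05, the smallest the draws can give). Against 0 of 19 sites of new-family miRNAs, the log2 odds ratio was 3.61 (two-sided Fisher's exact test, p = 0.0136), and it was 1.79 (Fisher's exact test, p = 0.127) with the first 9 nt of the read. With each slice sequence counted once, chosen after the data were seen, it was 25 of 120 sites against 0 of 19 (log2 odds ratio 3.38, Fisher's exact test, p = 0.0244). Overlap with a site of an identified miRNA was tested: 10 of the 31 lay within 2 nt of a listed slice position of a known miRNA or new isomiR on the same transcript, and 21 did not. The 10-nt sequence of the slice position was that of a listed known or isomiR site for 14 of the 31. For example, the miRNov601 site on Phvul.005G055400.1, a NAC domain containing protein 1, has the 10 nt TGCTTCTCCA of the gma-miR164a site with its 5719 reads. Overlap may therefore explain part of these sites and was not found for most. Reads of other transcripts with the same 10 nt account for most reads at the slice position of 2 of the 31. At the miRNov581 site 468 of 511 reads go on with bases other than those of the site. At the miRNov486 site this holds for 39 of 55. For the others this explanation was not tested.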

How the results depend on the processing

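The alternatives were chosen before the data were examined, except reads matching over their whole length, reads away from the boundaries alone, groups of precursors that share a 20-nt sequence, the first 9 nt of a read, each slice sequence and family counted once, and the 10-nt measure itself. No paired analysis was possible because the 2 libraries belong to a single condition and no groups of samples were compared.

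The higher share of signatures for known than for new-family miRNAs kept its direction and stayed past the threshold under the alternatives that were run with both replicates and under whole-length matching and grouping, with log2 odds ratios from 2.42 to 4.21. Counting only reads that match 1 place among the precursors left 29 precursors and 29 mature miRNAs with a signature for known miRNAs, 10 and 10 for new isomiRs, and 6 precursors for new-family miRNAs, in place of 74, 45, 29, 16 and 14. Precursors of the same family share reads, and 52.8 % of the reads on precursors of known miRNAs matched 1 place. With precursors that share a 20-nt sequence as 1 group, 26 of 35 groups with known and 6 of 46 with new-family miRNAs carried a signature, leaving out the 4 groups with both. Of the 19 groups with new isomiRs alone, 5 did, and of all 37 groups with a precursor of a new isomiR, 14 had such a precursor with a signature. The unit of counting differs from that of the precursors. Requiring at least 5 boundary reads left 17 precursors of new isomiRs. Allowing 1 mismatch raised the precursors of new-family miRNAs to 23. With the first base of the mature miRNA alone as the boundary, 9 precursors and 5 mature new-family miRNAs kept a signature, in place of 14 and 9. The cause of these last changes was not tested. The difference in mean log2(reads + 1) between known and new-family miRNAs, 2.20, was 0.209 and no longer past the threshold with the reads away from the boundaries alone (permutation p = 0.583), which shows that most of it came from boundary reads. Across the fits that each left out one replicate, the precursors of new isomiRs went from 17 to 29 and the difference in mean log2(reads + 1) from 1.73 to 1.97. By mature miRNA, the combined evidence of each class stayed within 1.5 times its count in these alternatives, except the grouping, for which it was not computed. By precursor, that of new isomiRs fell from 46 to 28 with only reads that match 1 place.

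For the sites of known miRNAs, 12 of 64 had their highest count at the slice position with 1 mismatch allowed, 25 of 66 with the first 9 nt of the read and 59 of 98 (60.2 %) with 1 pair per miRNA and gene, and 23 of 45 (51.1 %) with each slice sequence counted once, in place of 39 of 64 (60.9 %). The share of these with 1 pair per miRNA and gene thus changed little, as the number of units rose. For new isomiRs the numbers were 4 of 24 with 1 mismatch, 12 of 24 with 1 nt on either side and 17 of 36 (47.2 %) with 1 pair per miRNA and gene, in place of 7 of 24 (29.2 %). For new-family miRNAs it was 1 of 19 with 1 nt on either side and 1 of 21 with the first 9 nt, in place of 0 of 19. With 1 nt on either side, mostly the position before the slice position was added, since the position after it was scored at 1 of the 19 new-family sites and 2 of the 24 isomiR sites. With 1 mismatch allowed, the log2 odds ratio between known and new-family sites was 3.22 and no longer past the threshold (Fisher's exact test, p = 0.0594). The sites per known miRNA fell from 0.672 to 0.203 with 1 mismatch allowed and to 0.438 with the first 9 nt. With the first 9 nt, that between rejected candidates and new-family miRNAs was 1.79 (Fisher's exact test, p = 0.127). The cause was not tested. Leaving out each replicate, the log2 odds ratio between known and new-family sites went from 5.55 to 5.82, the sites per miRNA from 0.594 to 0.656, the log2 odds ratio over miRNAs from 6.56 to 6.83, and that between rejected candidates and new-family miRNAs from 3.49 to 3.61.

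Of the 39 named precursors, 29 carried a signature. With only reads that match 1 place, 12 of them lost it. With the largest count as the criterion 5 lost it, and with the mature start alone 4. With 1 mismatch allowed, 2 gained it. A call needs at least 2 boundary reads, and 12 precursors of known miRNAs, 27 of new isomiRs and 32 of new-family miRNAs had no read, so the depth leaves them undecided. Not run were the flanks of 100 nt, the restriction to reads that match 1 gene, and all alternatives of the target search against shuffled miRNAs, which need sequences not used here.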

Differences from the paper's values

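A signature was called on 69.2 % of the precursors of known miRNAs against the paper's 41 %. The paper counts more such precursors than the 107 printed in Table S1 and used here, so the denominators differ. Of the alternatives set before the data were examined, leaving out replicate 1 (59.8 %) and requiring at least 5 boundary reads (59.8 %) fell within 1.5 times the paper's value, and the others did not. The marks of Table S1 give 36.4 % for these precursors as the paper's value, which only the count of reads that match 1 place among the precursors (27.1 %) came within 1.5 times of.

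For precursors of new-family miRNAs the value was 14.3 % against the paper's 22 %. It was 23.5 % with 1 mismatch allowed and 16.3 % with the boundary position and 1 nt on either side, and these 2 alternatives closed the gap while the others did not. For mature new isomiRs it was 28.1 % against the paper's 44 %. With 1 mismatch allowed (38.6 %) and with 1 nt on either side (35.1 %) the gap closed, and with the others it did not. For mature new-family miRNAs it was 14.1 % against the paper's 33 %, and none of the alternatives set before the data were examined closed the gap. The marks of Table S1, also the paper's values, give 14.3 % of new-family precursors, 14.1 % of mature new-family miRNAs and 24.6 % of mature new isomiRs, and differ in this way from the percentages in the paper's text.

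At the first base of the mature vvi-miR396b, 471 reads were counted against the paper's about 310 in Fig. 2, read by eye. Leaving out replicate 2 gave 272, which is within 1.5 times the paper's value, and the other alternatives set before the data were examined did not close the gap. Matching the reads over their whole length gave 313, a setting chosen after seeing the values. At the first base of its miRNA*, 10 reads were counted against the paper's about 70 in Fig. 2, read by eye. The boundary position with 1 nt on either side, an alternative set beforehand but applied to this comparison only after the 68 reads at the neighbouring position had been seen, gave 78 with those 68 included, and the other alternatives set before the data were examined did not close the gap.

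The pairs of Table S3 give a degradome target for 70.3 % of known and 29.7 % of new-family miRNAs, against the paper's 73 % of conserved miRNAs and around 28 % in its text, a gap of less than 1.5 times. Fig. 4B marks the sites of miRNov42, miRNov395 and miRNov446 as cleaved. By the first 10 nt of the reads, which also collects reads of other transcripts, their slice positions ranked 11, 12 and 9 within their sites. The paper states that part of the new-family miRNAs have a target in the degradome, and by the same measure 0 of their 19 sites had the highest count at the slice position.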

Other observations

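The tests of random order over precursors were written before their results were seen, and all the others in this part, that over groups included, were chosen only after the result was seen. There is a single condition, so no biological explanation was tested.

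Whether reads heaped at a random position of a precursor give the calls was tested by placing the position counts of each precursor in random order. In 100 such draws at most 7 precursors of known miRNAs and at most 7 of new-family miRNAs were called, against 74 and 14. Precursors that share reads were drawn apart, so these draws alone do not settle it. Counting precursors that share a 20-nt sequence as 1 group, at most 6 groups with a called precursor of known miRNAs and at most 5 of new-family miRNAs arose in the draws, against 29 and 8. Heaping at random positions is therefore unlikely to account for the number of groups called in either class, which does not bear on any single call. Among the 9 called mature new-family miRNAs, 2 lie on the hairpin of a known miRNA or new isomiR. These are miRNov446 with gma-miR1515a and miRNov430 with gma-miR403a, and their boundary reads, 554 and 41, lie at the miRNA* start with 0 at the mature start. For these 2, the reads may be those of the known miRNA. Of the other called miRNAs, miRNov25 also had 0 reads at the mature start. On its precursor, 77 of 500 reads lay at the predicted miRNA* start, position 2, and 379 at the adjacent position 1, so its call rests on a boundary that is not the highest position.

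Among known mature miRNAs of the 5' arm with reads at either boundary, 29 of 30 had more reads at the mature start than at the miRNA* start (3324 against 194 reads; one-sided exact sign test, p = 2.89e-08). Some of these miRNAs share the same reads, which are counted for each of them. With precursors that share a 20-nt sequence as 1 group, it was 18 of 19 groups (2273 against 167 reads; one-sided exact sign test, p = 3.81e-05). On the 3' arm it was 21 of 26 miRNAs (2664 against 3496 reads, of which pvu-miR159a.1 has 3234 at the miRNA*). A fragment that starts at a 5'-arm mature miRNA and keeps the poly-A tail would have to be uncut at the loop and at the 3' side. Reads at the mature start also rose with the paper's seedling small RNA reads of Table S2 across the 64 known miRNAs, with a Spearman rho of 0.490 (permutation p = 7e-05) and a Pearson r of 0.547 on the log2 scale (permutation p = 3e-05). Without the 2 miRNAs farthest from the median, r was 0.468. Over 39 such groups, with the highest count of each, rho was 0.727 (permutation p = 1e-05, the smallest the draws can give). Groups with more members tend to have a higher maximum of both counts, which could raise this value. These are relations across miRNAs or groups, which are not independent replicates. At the starts of known 22-nt miRNAs, 1060 reads had 20 or 21 nt and 0 had 22 nt, so reads of a finished small RNA library mixed in are unlikely. Carry-over of mature small RNAs before the MmeI cut remains a candidate explanation for part of the reads at mature starts. It cannot be told apart from the abundance of the precursor itself, which was not measured.

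Table S3 lists sites found with the same reads, so the peaks at listed sites are partly a matter of selection. Among the sites of known miRNAs that the paper predicted from sequence and that are not listed from the degradome, 27 of 233 had the highest count at the slice position, where 20.3 were expected (permutation p = 0.0803). This excess did not pass the threshold of 0.05. For new isomiRs it was 17 of 169, where 14.9 were expected (permutation p = 0.320). For new-family miRNAs it was 10 of 149, where 12.4 were expected (permutation p = 0.807). The shares at these unlisted sites were 11.6 % for known and 6.71 % for new-family miRNAs, so the classes lay closer than at the listed sites. Among all predicted sites of known miRNAs, listed or not, it was 64 of 307, where 26.8 were expected (permutation p = 1e-05, the smallest the draws can give). For new-family miRNAs it was 10 of 152, where 12.7 were expected. The second set was chosen after the result of the first had been seen. The first set has lost its peaks to the list and the second contains listed sites, so neither settles how far selection may account for the peaks. On the Homeobox-leucine zipper transcript Phvul.005G166900.1, 149 reads began with the 9 nt of the pvu-miR166a slice position and 37 with those of the miRNov138 slice position, 2 nt further on, which is also the listed slice position of gma-miR166h-3p. Other positions of the site had more such reads, 728, 359 and 188 at 1305, 1306 and 1310. By these reads, cleavage by miR166 and by miRNov138 at position 1318 therefore cannot be told apart. The comparison does not settle whether miR166 may account for the degradome reads in this site. The mature miRNov138 of Table S1, ATTATTACTTCTGACAACACGGTG, was not aligned with the listed site, CCTGGAATGAAGCCTGGTCCGGA, so whether they can pair was not tested.

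Of the reads, 2.30 % in replicate 1 and 8.74 % in replicate 2 contained the 14-nt sequence AGAATTAATACGAC, which runs into a T7 promoter. The most abundant of them was GAGCACAGAATTAATACGAC, with 484235 and 1804009 reads. Where such reads had a further base after it, 78.4 % went on with the promoter. Carry-over of a primer with a T7 promoter may explain the unequal share of this sequence in the replicates, which is included in the totals of reads given for them.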
